# Ribosomal dysregulation: A conserved pathophysiological mechanism in human depression and mouse chronic stress

**DOI:** 10.1093/pnasnexus/pgad299

**Published:** 2023-10-10

**Authors:** Xiaolu Zhang, Mahmoud Ali Eladawi, William George Ryan, Xiaoming Fan, Stephen Prevoznik, Trupti Devale, Barkha Ramnani, Krishnamurthy Malathi, Etienne Sibille, Robert Mccullumsmith, Toshifumi Tomoda, Rammohan Shukla

**Keywords:** orthologs, major depressive disorder, chronic variable stress, ribosomes, species and sex differences

## Abstract

The underlying biological mechanisms that contribute to the heterogeneity of major depressive disorder (MDD) presentation remain poorly understood, highlighting the need for a conceptual framework that can explain this variability and bridge the gap between animal models and clinical endpoints. Here, we hypothesize that comparative analysis of molecular data from different experimental systems of chronic stress, and MDD has the potential to provide insight into these mechanisms and address this gap. Thus, we compared transcriptomic profiles of brain tissue from postmortem MDD subjects and from mice exposed to chronic variable stress (CVS) to identify orthologous genes. Ribosomal protein genes (RPGs) were down-regulated, and associated ribosomal protein (RP) pseudogenes were up-regulated in both conditions. A seeded gene co-expression analysis using altered RPGs common between the MDD and CVS groups revealed that down-regulated RPGs homeostatically regulated the synaptic changes in both groups through a RP-pseudogene-driven mechanism. In vitro analysis demonstrated that the RPG dysregulation was a glucocorticoid-driven endocrine response to stress. In silico analysis further demonstrated that the dysregulation was reversed during remission from MDD and selectively responded to ketamine but not to imipramine. This study provides the first evidence that ribosomal dysregulation during stress is a conserved phenotype in human MDD and chronic stress-exposed mouse. Our results establish a foundation for the hypothesis that stress-induced alterations in RPGs and, consequently, ribosomes contribute to the synaptic dysregulation underlying MDD and chronic stress-related mood disorders. We discuss the role of ribosomal heterogeneity in the variable presentations of depression and other mood disorders.

**Significance Statement**

The presented study highlights the pressing need for a connection between animal models of depression and clinical endpoints. The lack of concordance between these two areas has hindered our understanding of depression's biological underpinnings. This study supports the hypothesis that orthologous genes from experimental systems of chronic stress and depression can bridge the gap between models of depression and the human condition, thus providing a major advance in the field. The study indicates that dysregulation of ribosomal protein genes is a common feature in both human depression and mice exposed to chronic stress. This dysregulation is a response to endocrine disturbances and can be linked to dysregulation of homeostatic synaptic scaling.

## Introduction

Major depressive disorder (MDD) is a debilitating mental illness that affects more than 300 million people worldwide and is ∼2 times more prevalent in females. Therapies and medication are available, but a 13% increased prevalence of MDD in the past decade suggests limited success of these treatments. This shortcoming between therapies and remission can be linked to the heterogeneous nature of depression presentation and our inadequate understanding of the disease biology. Human postmortem brain research has provided important insight into disease biology but is often associated with uncontrollable biological and environmental variables and undocumented medical histories. Thus, animal models of depression are a crucial tool for examining several molecular and cellular changes associated with depression in a controlled environment (1). For example, in rodents, chronic variable stress (CVS), a paradigm involving systematic and repeated exposures to variable, unpredictable, and uncontrolled stressors over days or weeks, recapitulates several features of MDD (2). However, in spite of the advances this (and other [1]) models have facilitated, a translational gap remains, largely due to the poor correlation between the aspects of depression explained by animal models and clinical endpoints. Many traits of human depression are either absent, difficult to assess, or radically different in animal models. Prior transcriptomic-based studies have attempted to identify similarities between rodent CVS and human MDD using integrated network-based analysis to identify a common hub gene for downstream analysis (3). However, such strategies often fail to reproduce reliable associations with disease (4). We hypothesize that identifying ortholog gene families, rather than hub genes, that are similarly affected between human MDD, and mouse CVS will provide seeds for gene network analyses, generating ontologies that uncover the structural and biochemical foundations of disease pathophysiology. Importantly, this strategy can be replicated using other data sets to highlight similarities and differences between species and sexes to further our understanding of the biological basis of disease heterogeneity and sexual dimorphism.

We initiated this study by identifying orthologous gene families altered in both the human MDD and mouse CVS conditions in existing (3) total RNAseq data from the prefrontal cortex (PFC; dorsolateral PFC [DLPFC] in human). Alterations in ribosomal protein genes (RPGs)—an evolutionary conserved family of genes—showed significant overlap between the two species. Our findings provide a foundation for a hypothesis proposing that stress-induced alterations in RPGs, which occur in species ranging from yeast to rodents and humans, result in ribosome dysregulation that may underlie pathophysiological changes observed in chronic stress and stress-related mood disorders. Importantly, the diverse infrastructure and mobility of ribosomes across neurites provide an opportunity for ribosome dysregulation to explain the immense variability in stress-response phenotypes and human depression subtypes.

## Results

### RPGs are dysregulated in the PFC of CVS-exposed mice and humans with MDD

To identify gene family orthologs that are conserved in the DLPFC of humans with MDD and the PFC of mice exposed to 4 weeks of CVS, we performed differential expression analysis (Table S1) on reposited transcriptome data sets from previous work (3) and examined the enrichment of ∼1,200 Human Genome Nomenclature Committee (5) gene families in the sets of up- and down-regulated differentially expressed genes. We discovered significant enrichment of gene families associated with large and small RPGs in the down-regulated genes of male and female mice and male humans (Fig. 1A and Table S2). After harmonizing the gene symbols between the 2 species, we examined the overlap in the significantly down-regulated genes and identified 15 RPGs that were differentially expressed in the DLPFC of humans with MDD and the PFC of mice exposed to CVS (Fig. 1B, common RPGs henceforth).

**Fig. 1.**
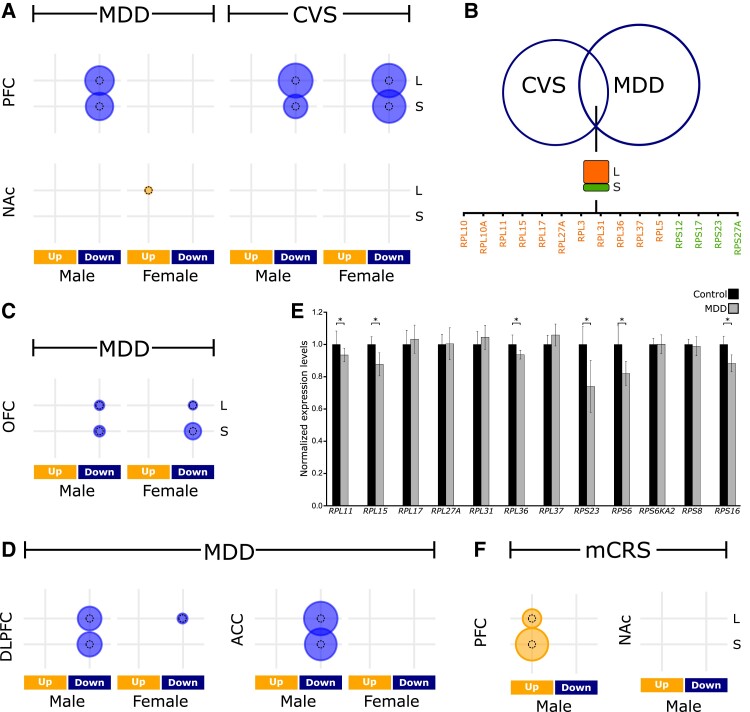
RPGs in the PFC are dysregulated during MDD and CVS. A) Enrichment of large (L) and small (S) subunit RPGs in the down-regulated genes in the PFC and NAc of humans with MDD and CVS-exposed mice. B) Overlap of down-regulated RPGs in MDD and CVS. C) Enrichment of RPGs in the OFC from the same cohort. D) qPCR results showing 6/12 common RPGs are down-regulated in the ACC of an independent cohort of patients with MDD. *n* = 6/group; *<0.05. E and F) RPGs were dysregulated during MDD (E) and mCRS (F) in prefronatal cortex data avilable from independent studies. The size of the circle is proportionl to −log_10_(*q*-value). The reference dotted circle is proportional to −log_10_(*q*-value = 0.05).

Prior studies have shown that RPG expression varies by tissue type (6). Thus, we investigated the enrichment of large and small RPG families in the transcriptomic data for the nucleus accumbens (NAc; Table S1) of both species from the same cohort and analyzed additional data available from the frontal cortex region comprising the orbitofrontal cortex (OFC; Table S1) in the same human cohort. The NAc of neither species showed enrichment of RPG families (Fig. 1A, bottom, and Table S2). However, we did observe a significant enrichment of the RPG family in the down-regulated genes of the OFC for both males and females, albeit a less significant enrichment than the one observed in the DLPFC (Fig. 1C and Table S2). Analysis of independent reposited data sets (7) from the DLPFC and anterior cingulate cortex (ACC) of humans with MDD confirmed a significant enrichment of RPGs in down-regulated genes in both regions (Fig. 1D, Tables S1 and S2). qPCR analysis of human-specific differentially expressed RPGs in the ACC of male MDD and control subjects from an independent cohort also revealed significant down-regulation of several RPGs in the ACC (Fig. 1E).

To further validate our results in mice, we examined the differential expression profile of an independent data set from the PFC and NAc of mice who had undergone 3 weeks of multimodal chronic restrain stress (8) (mCRS; Fig. 1F), a stress paradigm with a different stress regime and allostatic load than the CVS paradigm. Consistent with the CVS results, enrichment analysis showed that RPGs were significantly dysregulated in the PFC but not in the NAc in mCRS-exposed mice (Fig. 1F and Table S2). However, unlike the CVS-exposed mice, the mCRS-exposed mice had up-regulated RPGs.

Overall, evidence from multiple independent studies demonstrates that gene families associated with ribosome structure are variable (i.e. either up or down) but significantly and consistently dysregulated during stress in mice and MDD in humans. As ribosomal proteins (RPs) constitute the ribosomes, these results point toward altered translation and translational machinery during stress.

### Seeded gene co-expression analysis reveals species- and sex-specific ribosome regulation

Next, we reasoned that, in a mechanism analogous to hub genes in gene co-expression network analysis, we could treat the common RPGs as seeds to identify correlated genes (Spearman correlation, *P* < 0.05; Table S3), thereby identifying the biological processes coordinated by the RPGs. Furthermore, we hypothesized that stratifying this seeded gene co-expression analysis for all conditions (i.e. stress/disease and control state in both sexes of both species) would reveal important sex- and species-specific differences in RPG-dependent regulation. The Gene Ontology (GO) terms associated with the RPG-correlated genes (*q* < 0.05) across all conditions were clustered into different themes (Fig. 2, left labels; Table S3), established in our previous meta-analysis of different psychiatric disorders (9, 10). Several intriguing associations stood out:

**Fig. 2.**
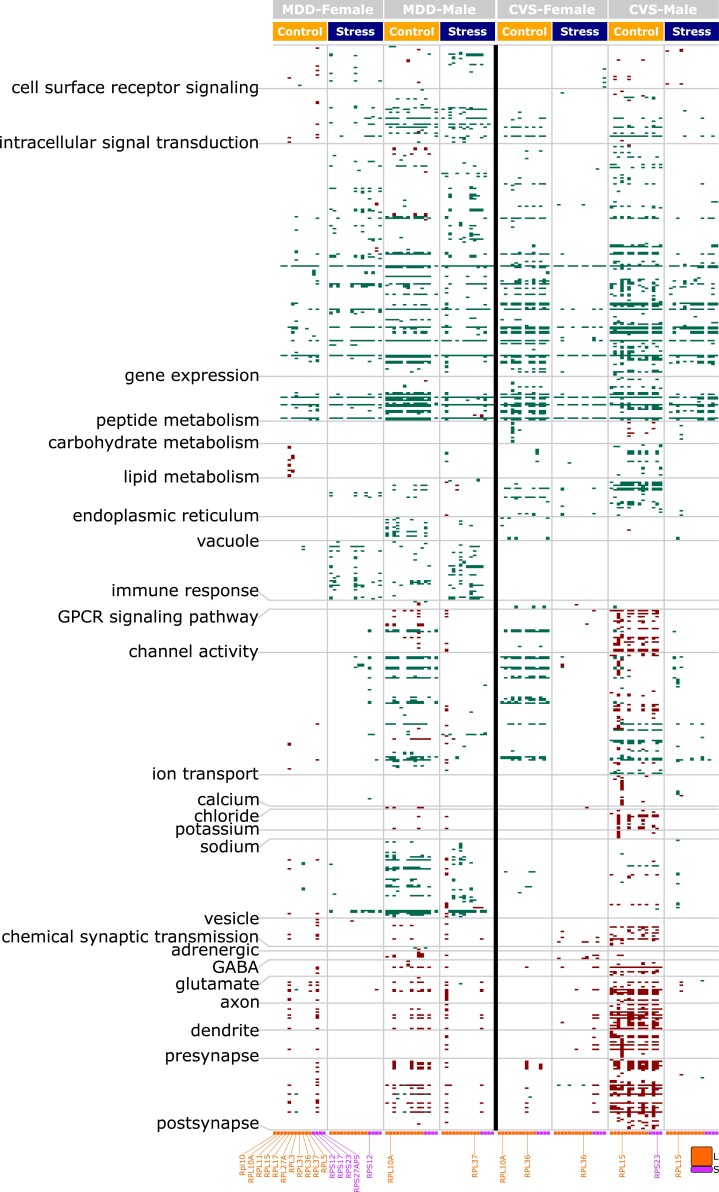
The MDD- and CVS-sentive changes in RPGs inversely regulate pathways associated with synaptic functions. A heatmap of common RPG-regulated pathways (q < 0.05) in both sexes during MDD and CVS phenotypes under control and stress conditions. Green and maroon: pathways positively and negatively regulated by RPGs, respectively. Notice the negative correlation of RPGs with intercellular communication-related themes and the variable number of RPGs associated with the control and stress state.

First, RPG-based regulation showed a striking contrast in the themes associated with positive and negative (shown as green and maroon, respectively) correlations. Nearly all intracellular events involving signal response coupling (*cell surface receptor signaling*, *intracellular signal transduction*, and *gene expression*), metabolic processes (*metabolism of peptides*, *carbohydrates*, and *lipids*), cellular organelles (*endoplasmic reticulum* and *vacuole*), and the immune response were positively correlated with RPGs. On the other hand, intercellular signaling events involving neuromodulatory infrastructure (*calcium*, *chloride*, *potassium*, *sodium*, *adrenergic*, g*amma-aminobutyric acid [GABA]*, and *glutamate*), neuromodulation activity (*G protein–coupled receptor signaling*, *channel activity*, *ion transport*, and *chemical synaptic transmission*), and synaptic infrastructure (*vesicles*, *axon*, *dendrite*, *presynapse*, and *postsynapse*) were negatively correlated with RPGs. As a negative correlation reflects a system's homeostatic balance (11), with inhibition of some genes and pathways being associated with the stimulation of others, the negative correlation of RPGs with synaptic alterations suggests a role for these common RPGs in homeostatic modulation of synaptic input and output.

Second, themes and pathways identified in the control state but absent in the MDD or CVS states suggest RPG coordination that was lost with stress or disease, and themes and pathways absent in the control state but present in the MDD or CVS states suggest new stress-altered coordination. Accordingly, females with MDD demonstrated increased intracellular events and decreased intercellular events related to RPG coordination compared with males, who exhibited only a marginal decrease in coordination across all themes in the MDD state. In CVS-exposed mice, however, this pattern differed, and both female and male mice exhibited decreased coordination across all themes in the stressed state. Notably, there was greater RPG coordination of the immune response in both sexes in the MDD population than in the controls, but no significant coordination of the immune response with RPGs was observed in CVS-exposed mice.

Lastly, among the 15 common RPGs (Fig. 1B) belonging to either the large or small subunit used for the analysis, a variable number and type (large or small) of RPGs were associated with the control and stress/disease states. Interestingly, the number of RPGs contributing to negatively correlated themes involving neuromodulatory infrastructure (*calcium*, *potassium*, *sodium*, *GABA*, and *glutamate*), fast neuromodulation activity (*channel activity*, *ion-transport*, and *chemical synaptic transmission*) and synaptic infrastructure (*vesicles*, *axon*, *dendrite*, *presynapse*, and *postsynapse*) decreased in the stress/disease condition in sex- and species-specific manners. For example, there was a decreased coordination of these themes in CVS-exposed male mice compared with control males.

Overall, the findings using the seeded gene network analysis imply that RPGs are responsible for the homeostatic feedback regulation of pathways associated with synaptic communication during both stress and MDD in both sexes. However, this regulation is differentially influenced by a diverse set of RPGs, indicating that ribosome composition may be changed in a sex- and species-specific manner.

### RPG dysregulation is likely governed by RP pseudogenes

RP pseudogenes are evolutionarily mutated DNA sequences that resemble RPGs and often regulate the expression and function of the parent RPGs. At the transcript level, regulation is either through RNA interference, where a pseudogene serves as a short interfering RNA to down-regulate parent RPG expression, or through the competitive endogenous RNA (ceRNA) pathway, where a pseudogene acts as a sponge for common micro RNAs (miRNAs) to attenuate down-regulation of parent RPG expression (12, 13). Notably, in mice and humans, RPG down-regulation was linked with RP pseudogene up-regulation (Fig. 3, top). This suggests that the identified down-regulated RPGs could potentially be regulated by pseudogenes. To determine whether RPG-associated functions are dependent or independent of RP pseudogenes, we mapped the ontologies (*q* < 0.05) associated with down-regulated RPGs (Fig. 3, maroon columns) and up-regulated RP pseudogenes (Fig. 3, green columns) to each other. There were phenotype-specific (CVS or MDD) differences in themes (Fig. 3, middle labels) associated with autophagy, extracellular region, signaling, organelle, and protein metabolism, and these themes showed minimal overlap with RPG- and RP-pseudogene-associated functions. However, canonical functions associated with ribosomes and RNA, as well as most synaptic pathways, revealed considerable overlap in RPG- and RP-pseudogene-associated functions during MDD and CVS, indicating that RP pseudogenes can selectively modify these RP-related functions in both species during stress and MDD.

**Fig. 3.**
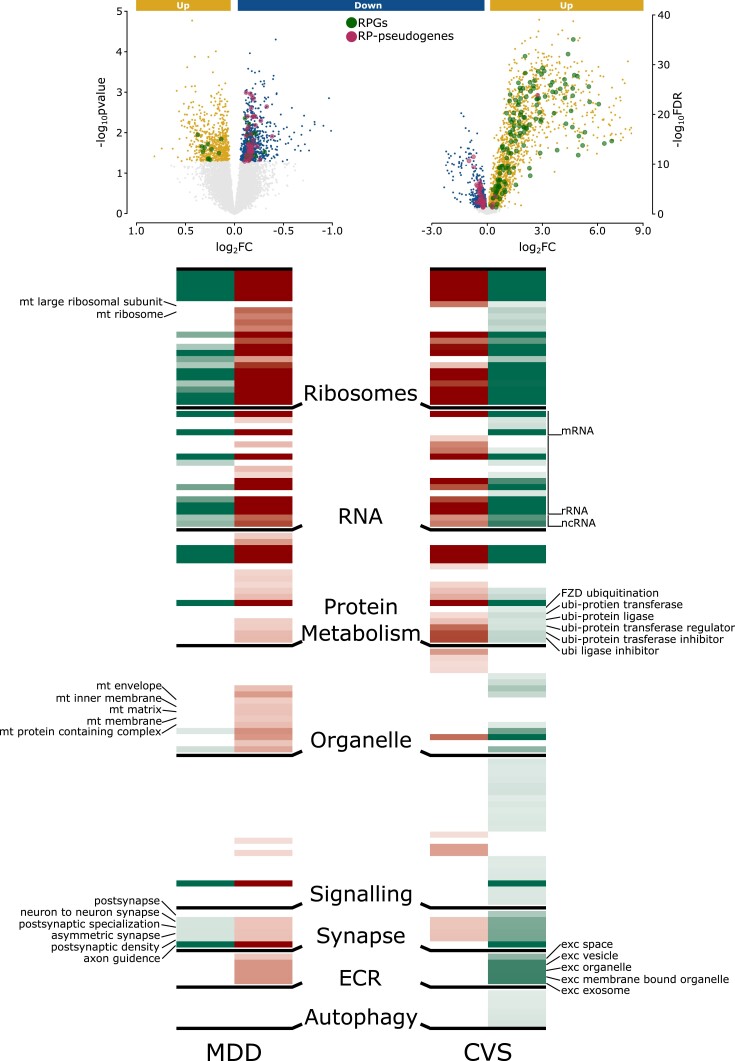
RPG down-regulation is regulated by pseudogenes: pathway profile associated with the down-regulated RPGs (maroon) and up-regulated RP pseudogenes (green) is shown. The pathways associated with both the RPG and RP pseudogenes are likely to be linked with an RP pseudogene during a stressed state. Notice that most of the housekeeping-associated pathways (*ribosomes*, *RNA*, and *protein metabolism*) and synapse-associated pathways associated with RPGs overlap with RP pseudogenes. The lighter to darker shade of both maroon and green shows increasing enrichment calculated as –log_10_(*q*-value).

Overall, RPG- and RP-pseudogene-specific functional analysis suggests that several of the dysregulated canonical and synaptic RPG functions may be regulated by pseudogenes.

### Remission from MDD is associated with RPG down-regulation reversal

Next, we reasoned that if RPG dysregulation is functionally associated with MDD, RPG down-regulation should be reversed during remission from MDD. To probe this hypothesis, we examined our existing data sets (14) that included data from the ACC of postmortem subjects who died during MDD episodes or in remission. Consistent with our core results, we observed down-regulated RPGs and up-regulated RP pseudogenes during MDD episodes. However, during remission, the down-regulated RPG and up-regulated RP pseudogene relationships observed during an MDD episode were reversed (Fig. S1). Furthermore, the canonical ribosome-related pathways (*q* < 0.05) were down-regulated during episodes and up-regulated during remission. To validate the accuracy of the episode and remission state, we examined their characteristic alterations. Episode state, consistent across several previous reports, was associated with down-regulated presynaptic and postsynaptic changes (15) and up-regulated glucocorticoid and immune response (16). Likewise, the episode and remission states, which are both defined as a depression trait, showed up-regulation of the innate immune response (14).

Overall, independent analysis of additional data sets confirmed the inverse association between RPG and RP pseudogenes, and analysis of the remission state indicated its functional association with MDD.

### RPGs are dysregulated in glucocorticoid-treated primary PFC neurons

Both MDD (Fig. S1) and CVS (17) are associated with elevated levels of glucocorticoid activity, which are responsible for several of the negative consequences of chronic stress. Therefore, we reasoned that chronic treatment (72 h) (18, 19) of primary PFC neurons with a synthetic glucocorticoid, dexamethasone (DEX; 1 µM) (18), may replicate the inverse dysregulation of RPG and RP pseudogene expression observed during MDD and CVS. To verify stress induction in our in vitro model, we established that DEX-treated PFC cells showed prominent formation of stress granules (SGs), a putative marker of stress response (Fig. 4A and B) (20, 21). Additionally, qPCR analysis demonstrated that DEX-treated PFC cells expressed several known markers of chronic stress identified in experimental models (Fig. 4C–G) (22–27). We then compared the RNAseq-based expression profiles of control and DEX-treated primary neurons. 

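The cultures were mouse cortical cells taken at embryonic day 18 and treated for 72 h with fresh medium (control), with 1 µM DEX, a glucocorticoid receptor agonist, or with 1 µM DEX and 1 µM RU-486 (mifepristone), which blocks the same receptor. Each of the 3 groups had 12 RNAseq libraries, 36 in all, and the sample labels place them in 2 batches with 6 libraries of each group in each batch. The paper describes a total RNA library, whereas the sample labels give poly(A) selection. The authors aligned the reads to GRCm38 with HISAT2 version 2.1.0 and counted them with subread version 1.5.0-p2, and they also describe an alignment to a composite genome of GRCm38 and the spliced RPG mRNAs without mismatches. The paper's text does not state which of these alignments the deposited table holds. The table gives the number of reads counted on each gene in each library, without normalization. The control libraries held between 12.4 and 82.4 M counts (median 30.9 M), the DEX libraries between 12.1 and 29.3 M (median 21.7 M), and the DEX + RU-486 libraries between 13.9 and 36.3 M (median 24.3 M). The paper gives a depth of 60 M reads for each sample, and the values here use the totals of the table. The RNA integrity number (RIN), which the sample labels give for each library, ranged from 1.8 to 9.2 in control, from 1.4 to 7.8 in DEX, and from 1.5 to 8.7 in DEX + RU-486. In batch 1, RIN was 7.8 to 9.2 in control and 3.9 to 7.8 in DEX, and the total counts were 24.2 to 82.4 M in control and 12.1 to 22.3 M in DEX. In that batch, neither RIN nor depth can be told apart from the treatment. In batch 2, 2 libraries of each group had a RIN under 3, and the RIN and depth ranges of the groups overlapped. Of the 55492 genes and transgene names in the table, the 20355 with a mean count above 5 across all libraries were tested, which is the filter the paper describes for low-count genes. Differences were tested with edgeR's quasi-likelihood test on all 36 libraries, with TMM normalization and the batch as a covariate, and p-values were adjusted with the Benjamini-Hochberg method over all tested genes. The standard error (SE) of a log2 fold change was taken as its size divided by the square root of the test's F value. RPGs were the protein genes of the cytosolic ribosome, and 82 of them were tested. RP pseudogenes were the genes whose symbol begins with Rpl or Rps and ends in -ps with an optional number, and 135 of them were tested. For each library, an RPG score and an RP pseudogene score were computed as the mean over the genes of the set of log2 CPM with a prior count of 2. CPM are counts scaled to the total of the library multiplied by its TMM factor. Group differences in a score were tested with a two-sided permutation test of the libraries, with labels permuted within batch in 100000 resamples, and with an exact permutation test where a single batch was taken. Results moved with the test used, with RIN or surrogate variables as covariates, with the removal of libraries of RIN under 6, with the batch taken, and with the definition of the RP pseudogenes.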

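Of the 82 RPGs, 80 had a positive log2 fold change in DEX-treated against control libraries, with a median of 0.30 and a range from -0.079 to 0.57. At an unadjusted p under 0.05, 1 RPG was higher in DEX and 0 were lower, and 0 passed after adjustment over all tested genes (smallest adjusted p = 0.181, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of all 20355 tested genes, 1396 were higher and 2050 lower by the same measure. Set against the other tested genes, RPGs were thus called less often in both directions (p = 0.0446 for higher and 0.000304 for lower RPGs in two-sided Fisher's exact tests, in which genes are not independent replicates). The RPG that passed was Rpl22l1, a protein-coding gene on chromosome 3 of GRCm38 from 28805436 to 28807424. Its expression was 6.55 ± 1.18 CPM (SD, n = 12) in control and 8.17 ± 1.80 (SD, n = 12) in DEX, a log2 fold change of 0.32 (SE 0.12, p = 0.0132, adjusted p = 0.181). The next smallest p belonged to Rpl36, on chromosome 17 from 56613416 to 56614243, with a log2 fold change of 0.47 (SE 0.24, p = 0.0538, adjusted p = 0.304). Of the 135 RP pseudogenes, 130 had a positive log2 fold change, with a median of 0.70 and a range from -0.75 to 1.36. At an unadjusted p under 0.05, 56 were higher in DEX and 0 were lower (p = 5e-30 in the same Fisher's exact test for the higher ones, which were more frequent than among the other genes), and 0 passed after adjustment (smallest adjusted p = 0.115). The other 1250 processed pseudogenes tested had a median of 0.33, with 186 higher and 15 lower at an unadjusted p under 0.05. The RPG score was 7.20 ± 0.60 (SD, n = 12) in DEX and 6.96 ± 0.48 (SD, n = 12) in control, a difference of 0.24 (permutation p = 0.308). The spread includes 2 libraries of RIN under 3 in each group of batch 2, which have the highest RPG scores. Without libraries of RIN under 6, the difference was 0.14 (exact permutation p = 0.0228), so whether it passes 0.05 over both batches depends on libraries of low RIN. With all libraries, it was 0.31 in batch 1 (exact permutation p = 0.0108) and 0.24 in batch 2 (exact permutation p = 0.561). The RP pseudogene score was 0.81 ± 0.58 (SD, n = 12) in DEX and 0.23 ± 0.69 (SD, n = 12) in control, a difference of 0.58 (permutation p = 0.0374). This difference was 0.72 in batch 1, where every DEX library lay above every control library (exact permutation p = 0.00216), and 0.48 in batch 2 (exact permutation p = 0.403). Without control library 24 of batch 2, whose RP pseudogene score was -1.48, the difference over both batches was 0.42 (permutation p = 0.0727). A change of the RP pseudogene difference between the batches was not detected (permutation p = 0.673), nor was one of the RPG difference (permutation p = 0.898). In batch 2, the SD of the RP pseudogene score was 1.013 in control and 0.805 in DEX. With such a spread and 6 libraries of each group in each batch, these tests cannot exclude a change. The count of higher RP pseudogenes moved most with the adjusted p, to 0, with batch 2 alone, to 1, and with pseudogenes matched by sequence added, a definition chosen after the data were seen, to 203. The count of higher RPGs moved most in batch 1, to 42, of which 16 passed after adjustment. It was 28 without libraries of RIN under 6, of which 11 passed after adjustment, and 0 in batch 2. The count of lower RPGs moved most in the fit without libraries of RIN under 6 and with RIN as a covariate, a setting chosen after the data were seen, to 5. With the linear relation to RIN within batch and group removed from the scores, the RPG score difference was -0.054 (permutation p = 0.481).

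**Figure D1:**
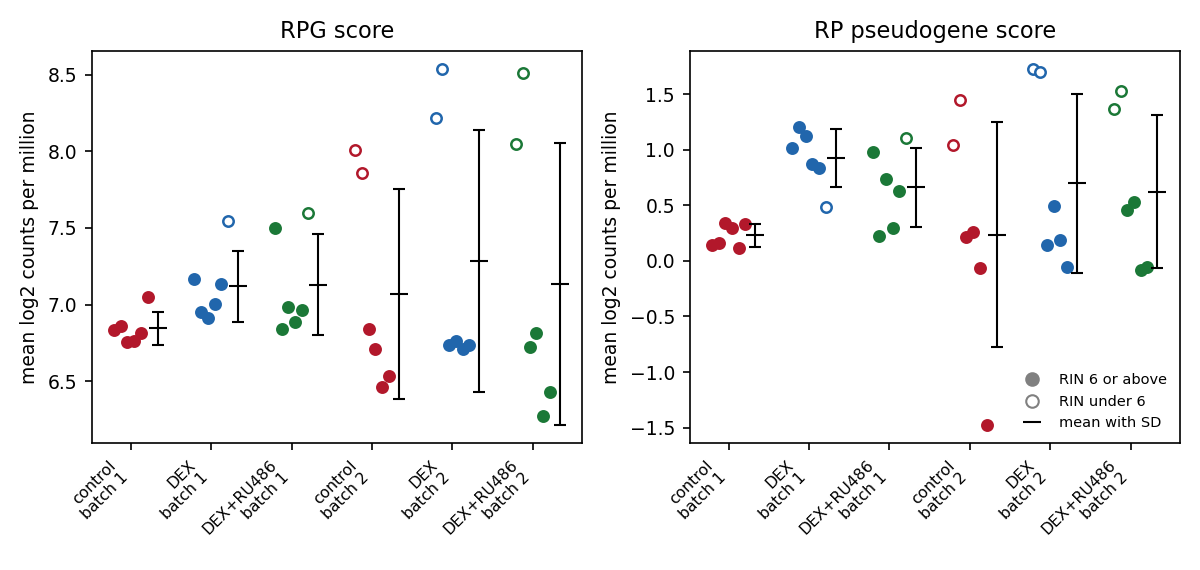
RPG score (left) and RP pseudogene score (right), each the mean over the set of log2 CPM, for every library (points) of the control, DEX and DEX+RU486 groups in batch 1 and batch 2, with the mean and SD of the 6 libraries of each group and batch in black. Open circles are libraries of RIN under 6, and those of batch 2 have the highest RPG scores of the plot, from 7.86 to 8.54.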

Notably, consistent with the expression profiles of the patients with MDD and CVS-exposed mice (Fig. 3, top, and Fig. S1), we observed an inverse association between RPGs and RP pseudogenes in DEX-treated primary neurons that was attenuated when the cells were co-treated with DEX and RU_486_, a glucocorticoid receptor antagonist (Fig. 4H). Importantly, the up-regulated RP pseudogenes influenced pathways related to synaptic signaling themes (Fig. 4I).

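The 56 RP pseudogenes that were higher in DEX at an unadjusted p under 0.05 had log2 fold changes between 0.46 and 1.36 and a median expression of 2.87 CPM over all libraries. No pair of them had the same counts in every library, so that the 56 were separate measurements as counted. The smallest p belonged to Rps24-ps3, a processed pseudogene on chromosome X of GRCm38 from 79195047 to 79195448, with 0.758 ± 0.253 CPM (SD, n = 12) in control and 1.46 ± 0.789 (SD, n = 12) in DEX. Its log2 fold change was 0.94 (SE 0.30, adjusted p = 0.115 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 0.98 in batch 1 and 0.95 in batch 2. Rpl19-ps4, on chromosome 14 from 13777817 to 13778441, had 1.28 ± 0.670 CPM (SD, n = 12) in control and 2.44 ± 1.06 (SD, n = 12) in DEX. This is a log2 fold change of 0.93 (SE 0.31, adjusted p = 0.122 from the same test), with 1.18 in batch 1 and 0.71 in batch 2. Rpl31-ps14, on chromosome 1 from 66948563 to 66948940, had 0.857 ± 0.547 CPM (SD, n = 12) in control and 1.84 ± 0.908 (SD, n = 12) in DEX. The log2 fold change was 1.13 (SE 0.37, adjusted p = 0.123), with 1.47 in batch 1 and 0.82 in batch 2. These pseudogenes resemble their parent RPGs in sequence, and how reads were divided between a pseudogene and its parent depends on the authors' alignment.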

**Fig. 4.**
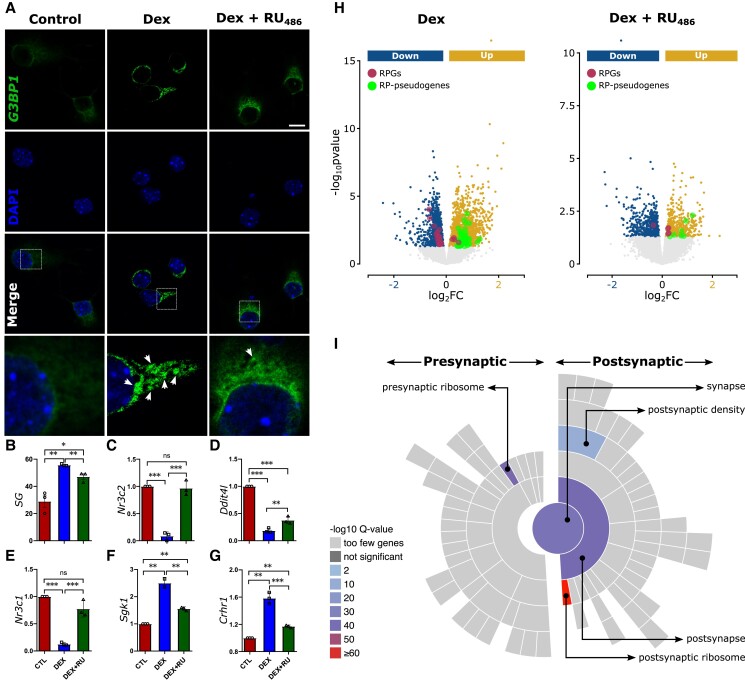
The inverse association between RPG and RPG pseudogenes is preserved in PFC primary neurons. A) DEX-treated PFC primary neurons displayed SG expression (white arrow), which is suppressed by RU_486_ treatment. B) Quantification of SG expression in control DEX and DEX + RU_486_ cells. Scale bar: 25 µm. C to G) The results of qPCR demonstrate that CVS markers are similarly dysregulated in glucocorticoid-stressed neuronal cells. *n* = 3/group. H) The inverse association between RPG and RPG pseudogenes observed during DEX is reversed and lost after RU_486_ treatment. *n* = 12/group. I) Similar to RP pseudogenes in the CVS and MDD conditions, the RP pseudogenes were significantly associated with synaptic pathways.

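An association between the RPG and RP pseudogene scores across libraries was computed within clusters of RIN, because 6 libraries of batch 2 had a RIN under 3 and all other libraries of that batch a RIN of 7.4 or above. No coefficient over all 36 libraries is given. In the 18 libraries of batch 1, the scores rose together, with Pearson's r = 0.522 (permutation p = 0.0263, adjusted p = 0.0526 with the Benjamini-Hochberg method over the 20 relations computed) and Spearman's rho = 0.626 (permutation p = 0.00686). Without the 2 libraries farthest from the median RPG score, r was 0.602, and with the group means removed it was 0.295 (permutation p = 0.235, adjusted p = 0.294). In the 12 libraries of batch 2 with a RIN of 6 or above, r was 0.473 (permutation p = 0.112, adjusted p = 0.172) and rho was 0.727 (permutation p = 0.0093), with r = 0.65 without the 2 farthest libraries. With the group means removed, the values there were r = 0.571 (permutation p = 0.0505, adjusted p = 0.0842) and rho = 0.776 (permutation p = 0.00425). In the 6 libraries of batch 2 with a RIN under 3, r was 0.59 (exact permutation p = 0.224, adjusted p = 0.294) and rho was 0.657 (exact permutation p = 0.175), with r = 0.49 without the 2 farthest. None of these values of r passed after adjustment. Over the 28 libraries of both batches with a RIN of 6 or above, r was 0.684 (permutation p = 0.00021) and rho was 0.76 (permutation p = 2e-05), with r = 0.707 without the 2 farthest. This relation takes the batches together and was not among the 20 adjusted. Both scores were related to RIN. Within batch 1, the RPG score fell with RIN with r = -0.824 (permutation p = 4e-05, adjusted p = 0.000267) and rho = -0.777 (permutation p = 0.00028), and r = -0.77 without the 2 libraries farthest from the median RIN. With the group means removed, r was -0.774 (permutation p = 0.00029, adjusted p = 0.00145). For the RP pseudogene score, r with RIN was -0.529 (permutation p = 0.0203, adjusted p = 0.0451) and rho = -0.761 (permutation p = 0.00034). After removal of the group means, r was -0.005 (permutation p = 0.984). In batch 2 libraries of RIN 6 or above, r of the RP pseudogene score with RIN was -0.373 (permutation p = 0.218, adjusted p = 0.294) and rho was -0.707 (permutation p = 0.013). With the group means removed, r there was -0.606 (permutation p = 0.0348, adjusted p = 0.0633) and rho was -0.818 (permutation p = 0.002).

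**Figure D2:**
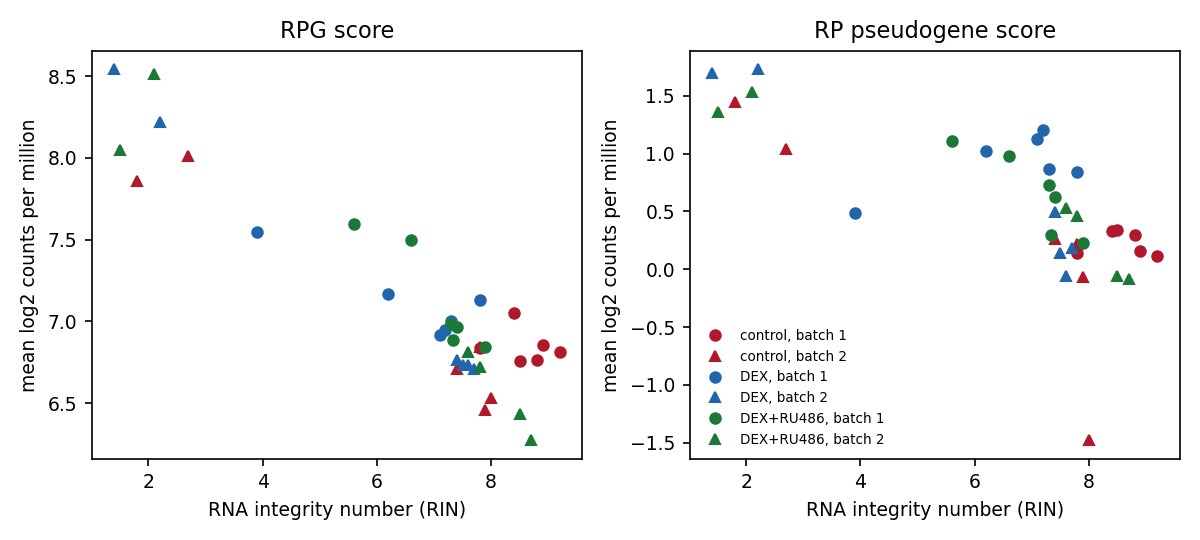
RPG score (left) and RP pseudogene score (right) of each library, as the mean of log2 CPM, against its RIN, with the group given by colour and the batch by the shape of the point. The 6 libraries of RIN under 3, all of batch 2 and 2 from each group, have RPG scores from 7.86 to 8.54, above the highest other score of 7.6.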

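In DEX + RU-486 against control libraries, 81 of the 82 RPGs had a positive log2 fold change, with a median of 0.25 and a range from -0.048 to 0.45. At an unadjusted p under 0.05, 1 RPG was higher and 0 were lower, and 0 passed after adjustment (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The RPG was again Rpl22l1, with 8.88 ± 1.73 CPM (SD, n = 12) in DEX + RU-486, a log2 fold change of 0.44 (SE 0.12, p = 0.000932, adjusted p = 0.168). Of the 135 RP pseudogenes, 118 had a positive log2 fold change, with a median of 0.49, and 14 were higher and 0 lower at an unadjusted p under 0.05, of which 12 were among those higher in DEX. After adjustment, 0 RP pseudogenes passed (smallest adjusted p = 0.314). The RPG score was 7.13 ± 0.66 (SD, n = 12) in DEX + RU-486, 0.17 above control (permutation p = 0.48). The difference was 0.30 in batch 1 (exact permutation p = 0.0584) and 0.072 in batch 2 (exact permutation p = 0.833). The RP pseudogene score was 0.64 ± 0.52 (SD, n = 12) in DEX + RU-486, 0.41 above control (permutation p = 0.121), with 0.45 in batch 1 (exact permutation p = 0.0195) and 0.39 in batch 2 (exact permutation p = 0.455). Without libraries of RIN under 6, 46 RP pseudogenes were higher, and of the RPGs 8 were higher and 1 was lower. The RP pseudogene score difference was 0.39 there (exact permutation p = 0.0459). In batch 1, 43 RPGs were higher and 0 lower, with 15 of them higher after adjustment, and in batch 2 none were higher or lower.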

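Removing the -ps suffix, as the paper does before its pathway analysis, turns the 56 RP pseudogenes into the symbols of 31 parent RPGs. Rpl31 was the parent of 6 of them, and Rpl21, Rps2 and Rpsa of 4 each. All 31 parents were tested, and each had a positive log2 fold change in DEX against control, between 0.093 and 0.52. At an unadjusted p under 0.05, 0 of the 31 parents were higher and 0 were lower (edgeR's quasi-likelihood test). The annotations of pathways were not used here.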

Overall, the in vitro experiment confirmed the chronic stress-related endocrine origin of RPG dysregulation. Thus, across all three chronic stress paradigms (human MDD, mouse CVS, and glucocorticoid-stressed primary neurons), pseudogenes may play a vital role in regulating stress response pathways and synapse-associated RPG functionality.

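DEX + RU-486 and DEX libraries were also compared directly. The RPG score difference was -0.07 (permutation p = 0.759), with -0.003 in batch 1 (exact permutation p = 0.989) and -0.16 in batch 2 (exact permutation p = 0.639). The RP pseudogene score difference was -0.17 (permutation p = 0.468), with -0.28 in batch 1 (exact permutation p = 0.165) and -0.086 in batch 2 (exact permutation p = 0.79). Neither difference was larger than the spread between libraries. At an unadjusted p under 0.05, 0 RPGs were higher and 0 lower in DEX + RU-486 than in DEX, and of the RP pseudogenes 0 were higher and 2 were lower, with 0 after adjustment (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In batch 1 libraries of RIN 6 or above, a setting chosen after the data were seen, the RP pseudogene score difference was -0.45 (exact permutation p = 0.0317), and 29 RP pseudogenes were lower and 0 higher at an unadjusted p under 0.05. In batch 2 libraries of RIN 6 or above, chosen in the same way, the difference was 0.029 (exact permutation p = 0.886). There, 24 RPGs were lower and 0 higher at an unadjusted p under 0.05, with a median log2 fold change of -0.15. The paper reasons that glucocorticoid activity is higher in MDD and CVS, so that a glucocorticoid given to PFC neurons may bring about the changes seen in those conditions. From its experiments on cultured neurons, which besides the RPGs and RP pseudogenes of Fig. 4H include qPCR and stress granules, it concludes that the dysregulation of RPGs has an endocrine origin related to chronic stress. In these libraries, no glucocorticoid receptor target on the list fixed beforehand passed the adjustment in DEX against control over both batches. The absence of lower RPGs therefore does not decide on that origin.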

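For the 15 RPGs that the paper finds in common between the human MDD and mouse CVS data (Fig. 1B), the log2 fold changes in DEX against control libraries were all positive, from 0.019 for Rpl15 to 0.47 for Rpl36. Of the 15, 0 had an unadjusted p under 0.05. With RIN as a covariate, the log2 fold changes of Rpl10, Rpl10a, Rpl15, Rpl27a, Rpl3, Rpl31, Rpl5 and Rps23 were negative, from -0.25 for Rpl15 to -0.05 for Rpl31, with a smallest unadjusted p of 0.173 among them. In batch 1, Rpl36 (adjusted p = 0.00536), Rps12 (adjusted p = 0.0198) and Rpl11 (adjusted p = 0.0451) were higher in DEX, and in batch 2 none of the 15 passed. Rpl15, on chromosome 14 of GRCm38 from 18267823 to 18271391, had 183 ± 39.1 CPM (SD, n = 12) in control and 187 ± 86.4 (SD, n = 12) in DEX, with an SE of 0.19 for its log2 fold change and an adjusted p of 0.977 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Its log2 fold change was -0.18 in batch 1 and 0.28 in batch 2. Rpl36 had 51.2 ± 20.5 CPM (SD, n = 12) in control and 70.8 ± 28.4 (SD, n = 12) in DEX, with a log2 fold change of 0.76 in batch 1 and 0.25 in batch 2. Rps12, on chromosome 10 from 23785183 to 23787275, had the next largest log2 fold change of the 15, 0.43 (SE 0.28, adjusted p = 0.438), from 116 ± 65.4 CPM (SD, n = 12) to 154 ± 96.3 (SD, n = 12). In DEX + RU-486 against control, the 15 log2 fold changes were again all positive, from 0.011 to 0.43, with 0 under an unadjusted p of 0.05 and a smallest p of 0.116. In batch 1, Rps12 (adjusted p = 0.0146), Rpl36 (adjusted p = 0.0158) and Rpl31 (adjusted p = 0.0445) passed in this comparison. The 15 RPGs were part of a list of 26 genes fixed before the data were examined. Adjusted over that list alone, 0 of the 26 had an adjusted p under 0.05 in DEX against control, and 0 did when adjusted over all tested genes.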

### Ketamine, but not imipramine, alleviates RPG dysregulation

In both animal models and humans, stress exposure uncovers distinct groups that are susceptible to and resilient against perturbations caused by stress. Additionally, stressed individuals can be classified as responders or nonresponders to antidepressant treatment. To investigate how RPGs are dysregulated in these different phenotypes, we analyzed data from resilient and susceptible mice subjected to chronic social defeat stress (CSDS), a stress paradigm with a different allostatic load than CVS, as well as responders and nonresponders to imipramine and ketamine treatments, all within the same cohort (Fig. S2 and Table S4). Consistent with the CVS-based findings, we found a significant down-regulation of RPGs in resilient mice. However, RP pseudogenes were up-regulated in susceptible mice but not in resilient mice. In the groups treated with antidepressants, ketamine attenuated the expression of both RPGs and RP pseudogenes in both responder and nonresponder animals. Surprisingly, however, imipramine did not lead to any alterations in RPG or RP pseudogene expression in either the responder or the nonresponder groups.

Overall, our analysis revealed differences in RPG dysregulation among the resilient and susceptible phenotypes and in response to antidepressant treatment of differing modes of action. Given the established role of ketamine in triggering homeostatic synaptic upscaling (28, 29), the attenuation of RPG expression by ketamine supports the observed involvement of RPG dysregulation in the process of homeostatic regulation.

## Discussion

The RPG family, comprising more than 110 members, represents a highly diverse group of genes responsible for ribosome formation. Intriguingly, ribosomes play a vital role in the stress response across various phyla, with their stress-related functions extensively studied in simpler organisms like bacteria and yeast. Here, in accordance with their evolutionarily conserved involvement in stress, we demonstrated the involvement of RPGs in human MDD and mouse chronic stress, confirming our results through the analysis of multiple independent cohorts. Providing orthogonal validation for our findings, proteomics studies in the PFC of rats undergoing chronic stress (30) also revealed the dysregulation of several RPs (Fig. S3). Notably, amid the consistent dysregulation of RPGs across several stress paradigms and animal models, we observed phenotype-specific variations in the number and type (small or large) of RPGs that were differentially expressed. Nonetheless, in addition to the canonical ribosomal pathways, the observed dysregulation across all the phenotypes was consistently linked with neurite-related pathways, potentially providing a pathophysiological basis for the synaptic dysregulation underlying MDD and the chronic stress response. Typically, ribosomes, which are composed of RPs, are assumed to be homogeneous entities that translate the transcriptome uniformly. However, functional ribosome assembly is tightly controlled by the gene dose (i.e. mRNA levels) of RPGs; thus, the observed dysregulations of RPGs can result in a substoichiometric production of RPs, leading to the formation of heterogeneous ribosomes lacking certain RPs. Based on our findings, we propose a ribosome hypothesis for stress-related mood disorders: Stress-induced changes in RPs alter the number and composition of ribosomes, resulting in stress-induced ribosome heterogeneity impacting the synthesis of alternate proteins, which in neurites can shape neuronal information input and output, resulting in many forms of synaptic dysregulation that manifest as mood disorder symptoms. In our subsequent discussions, we will explore how the differential regulation of RPGs may be related to stress and stress-related disorders such as MDD.

To encode and learn complex patterns, each cortical neuron must access many possible combinations of axonal input (Fig. S4). These inputs can target various parts of the neuron, including the soma, distal dendrites, and proximal dendrites. Several psychiatric disorders are linked to location-specific dysregulation of inputs. For instance, dendritic input is reportedly altered during MDD (10), and somatodendritic input during schizophrenia (31). Our hypothesis posits that ribosomes, along with their diverse RPs, sculpt the adaptability of neurons to variable inputs through the following potential mechanisms (Fig. S4): First, location-nonspecific down-regulation of RPGs can lead to decreased ribosome biosynthesis, thus reducing global translation and protein synthesis. Ribosome biosynthesis is an energy-intensive process that requires several essential amino acids and the presence of adenosine triphosphate. Consequently, even simple species such as *Saccharomyces cerevisiae* have a homeostatic mechanism during stress that halts ribosome biosynthesis via down-regulation of RPGs to conserve energy (32). RPG down-regulation in human MDD and mouse CVS may preserve several essential amino acids, such as lysine and arginine, which are abundant in ribosomes (33, 34) and whose deficiency has been functionally linked to depression (35–37). In neurons, most RPGs are found in neurites; thus, the homeostatic down-regulation of RPGs will decrease synaptic protein synthesis. Interestingly, this appears to be consistent with the process of homeostatic synaptic scaling, a plasticity mechanism in which a neuron regulates its own excitability in relation to network activity, primarily by targeting the protein synthesis process. Indeed, males in the human MDD and mouse CVS groups exhibited an excessive loss in coordination of pathways associated with glutamatergic singling (Fig. 2). Further support for the role of RPG dysregulation in maintaining homeostatic synaptic scaling comes from the following observations: (i) the inverse association between somatic and neuritic pathways linked with seeded RPGs, which is consistent with the known inverse association between the expression of crucial regulators of homeostatic synaptic scaling in somatic and neuritic compartments of neurons (38), and (ii) the selective attenuation of RPG and RP pseudogene dysregulation during ketamine treatment (Fig. S2), which has an established role in triggering homeostatic synaptic upscaling (28, 29). The mechanisms of homeostatic synaptic scaling are largely unknown. Our results point toward RP pseudogenes as potential candidates driving the homeostatic down-regulation of RPGs (Fig. 3). Notably, unlike long-term potentiation or depression, where synaptic strengths are rapidly potentiated or depressed, synaptic scaling develops over several hours to days (39) and is dependent on protein synthesis. The average half-life of pseudogenes (10 to 17 h) (29) falls into the range of duration required for homeostatic scaling, further supporting the possible role of RP pseudogenes in mechanisms of homeostatic synaptic scaling.

Homeostatic synaptic scaling can operate at a local level by targeting a group of synapses on a certain dendritic branch or at a synapse-specific level (28). Following that, the second mechanism by which ribosomes can sculpt the adaptability of neurons to variable inputs is through a site-specific modification of ribosome composition. Ribosome heterogeneity allows for specialized ribosomes that provide preferential translation regulation (40). Specialized ribosomes can have distinct modifications with functional outcomes ranging from changes in translation initiation, speed, fidelity control, and mRNA translation selectivity (Fig. S4). Functional specializations of ribosomes may also result from activity-dependent phosphorylation (41) and other posttranslational modifications (42) on selected RPs, thereby further modifying ribosome composition. Future studies will explore stress-induced ribosome specialization and its functional consequences for neuronal input and output and synaptic dysregulation.

We observed different directionalities in RPG expression changes in various chronic stress paradigms, each with distinct stress regimes and allostatic loads. Unlike Hebbian plasticity, which operates in a feedforward manner to align changes in synaptic strength with applied stimuli in the same direction (43), homeostatic synaptic scaling functions through negative feedback to restore neuronal activity patterns to their initial set point by adjusting synaptic strengths in the opposite direction (44, 45). Therefore, the directionality of dysregulation likely depends on the specific neuronal activity patterns associated with different stress paradigms. This intriguing observation suggests that RPG dysregulation and its directionality could serve as markers of neuronal activity in response to different stress paradigms, offering a promising avenue for future research.

The two mechanisms by which ribosomes can sculpt the adaptability of neurons to variable inputs—location-nonspecific RPG down-regulation and site-specific modification of ribosome composition—have several implications for mood disorders and therapeutic strategies targeting them. First, depression can be viewed as part of a spectrum of mood disorders, with several types of depression lying along a continuum with nebulous boundaries between them. Dendritic input is dysregulated during depression, resulting in a remodeling of the microcircuitry associated with learning, memory, and attention (10). Together, location-nonspecific RPG down-regulation and site-specific modification of ribosome composition can result in several permutations supporting dysregulation of synaptic input along the dendritic arbor. These permutations can contribute to nuances resulting in the spectrum nature of depression and other mood disorders. Second, targeting RP expression regulation and its role in ribosomal heterogeneity offers a promising therapeutic strategy previously unexplored. Ribosomes are typically associated with protein synthesis, which in dendrites can involve transmitter receptors, synaptic scaffold proteins, and other regulatory proteins. Thus, our novel ribosome hypothesis can encompass other known hypotheses of depression involving GABA (46), glutamate (47), immune (48), and monoaminergic (49) systems. As such, exploring the therapeutic options associated with ribosomal dysregulation may have a broad transdiagnostic impact across depression subtypes.

## Materials and methods

### Data cohorts

We downloaded data sets in the fastq.gz format from Gene Expression Omnibus (GEO) with ID GSE102556 (3), which included both mouse and human data sets for CVS and MDD, respectively. Mouse data were available only from the PFC (female = 19, male = 19) and NAc (female = 20, male = 20). For humans, data were available from several brain regions, but we focused on analyzing the regions homologous to the available mouse regions. This included the DLPFC (female = 22, male = 26, mean age = 47), OFC (female = 22, male = 26, mean age = 47), and basal forebrain region involving the NAc (female = 22, male = 28, mean age = 47). To validate our findings, we used additional data sets from mice subjected to a multimodal chronic restraint stress (mCRS) paradigm (GSE148629) and humans with MDD (GSE80655). GSE148629 had both mouse PFC (*n* = 15, age = 15 weeks) and NAc (*n* = 8, age = 15 weeks) data from males. GSE806558 had MDD data from the human DLPFC (female = 6, male = 17, average age = 46 years) and ACC (female = 6, male = 16, average age = 45 years), which is also a PFC region. We validated the ACC-related findings using our previous study (14) and qPCR analysis described in the subsequent methods section. To understand RPG dysregulation in the PFC of mice with a resilient (*n* = 4) or susceptible (*n* = 3) phenotype and an imipramine and ketamine responder or nonresponder phenotype (*n* = 3 for each), we used a data set from male mice subjected to a CSDS paradigm (GSE81672) (50).

### Alignment protocol

We used HISAT2 version 2.1.0 to index mouse and human reference genomes and align downloaded RNAseq data. We then used subread version 1.5.0-p2 to quantify reads and map them to genomic features. Notably, RPGs have about 2000 RP pseudogenes that are significantly homologous to parent RPGs (51), which impedes the ability of the standard alignment method to uniquely identify reads mapped to RPGs and RP pseudogenes with high sequence homology. 

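In the RNAseq data of the cultured neurons, the 135 RP pseudogenes tested were compared in sequence with the annotated transcripts of the mouse RPGs with blastn. For 134 of them a match was found, and the identity to the closest RPG transcript had a median of 98.7% and ranged from 89.6% to 100%. Across these 134 genes, which are not independent replicates, a higher identity went with a higher mean of log2 CPM (Spearman's rho = 0.443, permutation p = 1e-05, the smallest that 100000 resamples can give, adjusted p = 2e-05 over the 2 relations computed) and with a smaller log2 fold change in DEX against control (rho = -0.323, permutation p = 0.00024, adjusted p = 0.00024).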

To circumvent this, we used a specialized alignment method as described before (52). Briefly, we mapped all sequence reads to a “composite genome” that includes the entire human (GRCh38) or mouse (GRCm38) genome sequence and spliced mRNA sequences of RPGs (52). We then mapped RNA-seq reads to the composite genome without allowing mismatches and discarding reads mapped to more than one locus, thus ensuring that the reads mapped to RP pseudogenes are not from repetitive regions or normal RP genes.

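In the deposited counts of the 36 libraries of cultured neurons, 12 groups of tested genes, 34 genes in all, had identical counts in every library, and 5 of the groups lie on more than 1 chromosome. Of the 34 genes, 32 have an annotated transcript that is identical in sequence to that of another member of the group. Among RP pseudogenes, Rpl35a-ps2, Rpl35a-ps3, Rpl35a-ps4 and Rpl35a-ps6, which lie on 4 chromosomes, had the same counts (mean 39.8 per library), and so did Rps19-ps1 and Rps19-ps2 (mean 5.94). Over the whole table, 268 sets of genes of identical transcript sequence had counts, and in 161 of them all members had the same counts in every library.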

### Differential expression analysis

After removing the low-count genes (mean row sum ≤5 counts across all samples), we used DESeq2 in R to assess the differential expression of the remaining genes (Table S1) in comparisons between the control and human MDD groups and between the control and chronic stress-exposed mouse groups, divided by sex. For the GSE102556 and GSE80655 data sets, we used the SVA package in R to identify two surrogate variables that accounted for an unknown source of variation in all MDD-related contrasts (i.e. the comparison between MDD and control states in both sexes). We identified these variables by creating a full model matrix that included adjustment variables and variables representing the phenotype (i.e. control and MDD groups), as well as a null model that contained only adjustment variables. Depending on the data set, the adjustment variables included age, RNA integrity, postmortem interval, and pH, which were prioritized based on the total variability they explained as determined by the variance partitioning package in R (see Fig. S5). We used a *P*-value threshold of 0.05 for all MDD-related contrasts and a false discovery rate (FDR)-corrected *P*-value (*q*-value) threshold of 0.05 for all CVS-related contrasts.

### Enrichment of gene families in differentially expressed genes

To identify the stress-related ortholog genes shared by the two species (CVS: mouse and MDD: human), we performed hypergeometric overlap-based enrichment analysis implemented by the GeneOverlap package in R-3.6.0. The significance of the overlap between two gene lists can be tested using a hypergeometric distribution performed with a genomic background representing the universe of known genes (21,196 genes, the default used by the package). The GeneOverlap class formulates the problem as testing whether the two gene sets are independent and then uses Fisher's exact test to find the statistical significance. The significant overlap (*q* < 0.05) of the differentially expressed genes identified in the MDD and CVS contrasts was tested against gene family-specific gene sets (Table S2) common to both species available from the Human Genome Gene Nomenclature Committee (5). To compare the effect of gene families across the different MDD and CVS contrasts, the −log10(*q*-value) was used.

### Pathway enrichment analysis

To identify the biological pathways affected by the down-regulated RPGs and up-regulated RP pseudogenes, we searched for the enrichment of different GO terms associated with the identified RPGs and RP pseudogenes in the biological pathway, molecular function, and cellular component categories using the GO database. RP pseudogene symbols for both species resemble their respective parent RPG symbols, except for an additional suffix “-ps” for mouse and “AS” for human, which we removed to perform RP-pseudogene-specific enrichment analysis. 

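By this suffix, 300 genes of the table deposited for the cultured neurons are RP pseudogenes. Adding the other annotated pseudogenes that match an RPG transcript with at least 80% identity over at least 70% of their length, a definition chosen after the data were seen, gave 456 tested genes. Of these, 203 were higher and 1 was lower in DEX against control at an unadjusted p under 0.05 (edgeR's quasi-likelihood test), with a median log2 fold change of 0.73. For DEX + RU-486 against control, 63 were higher and 0 were lower, with a median of 0.52.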

Only FDR-corrected pathways (*q* < 0.05) were considered for subsequent analysis. To reduce and catalog the long list of GO terms into an interpretable format, we clustered the pathways based on biological themes as described in our previous works (10, 14, 53, 54). Briefly, the theme for a given pathway was selected based on either a text search, in which the name of the theme was used as a keyword for the text query, or on the parent–child association between the GO terms in our list of significant pathways (child pathways) and the handpicked pathways in the GO database (parent pathway) representing the theme using GOdb in R.

### Seeded gene network analysis

The down-regulated RPGs shared by the mouse and human data sets were considered “seed RPGs” and used to find Spearman correlation with the expression profiles of individual genes in the normalized CVS and MDD data sets (Table S3). Genes both negatively and positively correlated with a seed RPG were identified using a *P*-value threshold of <0.05 and used to perform pathway enrichment analysis as described above. Both the *r*- and *P*-values were computed using the cor.test() function in the stats R package.

### Primary culture and neuron treatment

Dissociated embryonic day 18 (E18) mouse cortical cells (C57EDCX, BrainBits) were obtained from BrainBits (Springfield, IL, USA) in 2 mL NBactive1 medium (2% B27 and 0.5 mM Glutamax). We transferred the cell medium (1 mL) into a 10-cm plate, triturating (5×) it through a sterile P1000 micropipette tip. We dissociated the cells in the remaining 1 mL medium via trituration (5×) in the vial. We combined the triturated media (2 mL) in a 15-mL conical tube, followed by centrifugation for 1 min at 1,100 rpm (220*g*). We aspirated the supernatant with a pipet (5 mL), resuspended the cell pellet in NBactive1 medium (NB1, BrainBits), and triturated and counted the cells. We diluted cells to 1.75 × 10^5^/mL following the manufacturer's protocol and plated 2 mL of cell suspension on a 6-well (3.5 × 10^5^) poly-D-lysine-coated plate (354413, Corning). Cells were incubated in a humidified environment at 37°C, 5% CO_2_ for 10 days with half of the growth medium replaced every 4 days. We prepared stock solutions of 1 mg/mL of DEX (D4902, Sigma-Aldrich) a glucocorticoid receptor agonist and 1 mg/mL mifepristone (RU-486, M8046, Sigma-Aldrich), a glucocorticoid receptor antagonist, following the manufacturer's protocol. On the eleventh day in vitro, the growth medium was aspirated and replaced with DEX medium (2 mL, 1 µM final concentration of DEX) (18, 55), DEX and RU-486 medium (2 mL, 1 µM final concentration of DEX and RU-486, respectively), or fresh growth medium, and incubated in the same environment for 72 h. The treatments were replenished at 48 h posttreatment.

### RNA extraction and sequencing

Using the RNeasy Mini Kit (Cat. 74104, Qiagen), we isolated total RNA from 12 experimental replicates of the DEX, DEX + RU-486, and control groups, for a total of 36 samples, according to the manufacturer's instructions. DNase I treatment (Cat.79254, Qiagen) was performed during the RNA isolation procedure to remove genomic DNA, following the manufacturer's recommendation. Total RNA was quantified using the NanoDrop One (Thermo Scientific, USA) and the Agilent Tape Station. We prepared a total RNA library for each sample, performed paired-end next-generation RNA sequencing with a depth of 60 million reads per sample on the NovaSeq platform (Illumina) at the University of Michigan Advanced Genomics Core, and processed the fast.qz files using the pipeline described above.

### Immunofluorescence analysis

To evaluate SG formation, we quantified the expression of the SG protein, G3BP1. We cultured mouse cortical neurons on poly-D-lysine-coated glass coverslips (Neuvitro, WA, USA) for 10 days, replacing half of the growth medium every 4 days. We treated the neurons with DEX or DEX + RU-486 for 72 h, fixed them with 4% paraformaldehyde (Boston Bioproducts, MA, USA) for 15 min, and permeabilized them with 0.2% Triton X-100 in phosphate-buffered saline (PBS) for 15 min. Cells were then blocked with 3% bovine serum albumin (BSA) and 0.02% Tween 20 for 1 h at room temperature and incubated overnight at 4°C with anti-G3BP1 antibodies (1:250; SC-81940, Santa Cruz Biotechnology, CA, USA), followed by a 1-h incubation with an Alexa488-conjugated anti-immunoglobulin secondary antibody (Molecular Probes) at room temperature. Cell nuclei were stained with Fluoro-Gel II with DAPI (EM Sciences, PA). We performed fluorescence and confocal microscopy assessments using a Leica CS SP5 multiphoton laser scanning confocal microscope (Leica Microsystems) and all subsequent image analysis and processing using the Leica application suite AF software (Leica Microsystems). Cells containing SG (*n* > 5) > 0.6 µm in diameter were considered for analysis. The percentage of SG-containing cells was calculated in at least 5 random fields from a minimum of 30 cells per treatment. Subsequent image analysis and processing were performed using Image J software (NIH, MD, USA). We assessed the statistical difference in SG formation between control, DEX, and DEX + RU-486 using one-way ANOVA, with a *P*-value of <0.05 considered statistically significant.

### Quantitative PCR

We performed a qPCR assay on primary cell culture samples, which included control cells, cells treated with DEX, cells treated with DEX + RU-486, and human postmortem ACC samples, which included control and MDD subjects. Gene-specific primers for both mouse and human genes, along with the endogenous control gene *Actb*, were ordered from Integrated DNA Technologies, Inc. (IDT, IA, USA), and the primer sequences for all analyzed genes are provided in Table S5. For the primary cell culture assay, we selected five genes as markers for CVS-exposed mice based on a literature review. However, due to the significant sequence homology between RPGs and their RP pseudogenes, which posed a challenge in designing RPG-specific primers, we used 12 human-specific RPGs, some of which were part of the common RPGs. For primary cell-culture samples, total RNA was isolated using Trizol reagent (Invitrogen), following the manufacturer’s instructions for cells cultured on poly-D-lysine-coated glass coverslips. We performed reverse transcription and cDNA synthesis using oligo-dT primers and RevertAid Reverse Transcriptase (Thermo Fisher Scientific). Gene expression for the five marker genes was quantified by qPCR using SYBR Green PCR Master Mix (Bio-Rad Laboratories Inc., Hercules, CA, USA), in three independent samples per treatment. For human samples, cDNA from the human postmortem ACC of control and MDD subjects was obtained from the remains used for our previously published work (14), and gene expression for 12 RPGs was quantified using SYBR Green PCR Master Mix in 6 samples each for the control and MDD conditions. The statistical difference between control, DEX, and DEX + RU-486 treated primary cells was assessed using a one-way ANOVA, and the difference between human control and MDD was assessed using a one-tailed t test. A *P*-value of <0.05 was considered statistically significant.

## Supplementary Material

pgad299_Supplementary_Data Click here for additional data file.

## Data Availability

The generated data sets of this study were made publicly available at the GEO repository (GEO accession number: GSE229905) and can be accessed via the following link: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE229905. Codes for all bioinformatic-based analyses are provided on the associated GitHub page: https://github.com/MEladawi/Ribosome_paper.

# Supplementary material for: Ribosomal dysregulation: A conserved pathophysiological mechanism in human depression and mouse chronic stress
**Source:** PNAS Nexus. 2023 Oct 10;2(10):pgad299. doi: 10.1093/pnasnexus/pgad299
**Supplement:** pgad299_Supplementary_Data

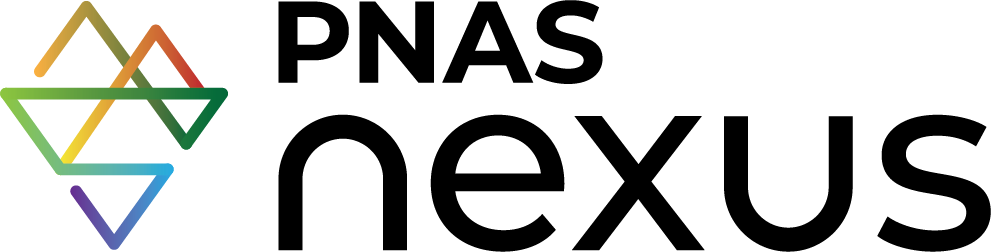

**Supplementary information for**

Ribosomal dysregulation: A conserved pathophysiological mechanism in human depression and mouse chronic stress.

Xiaolu Zhang^1*^, Mahmoud Ali Eladawi^2*^, William George Ryan^2^, Xiaoming Fan^3^, Stephen Prevoznik^2^, Trupti Devale^4^, Barkha Ramnani^4^, Krishnamurthy Malathi^4^, Etienne Sibille^5,6^, Robert Mccullumsmith^2,7^, Toshifumi Tomoda^5^, Rammohan Shukla^8 †^

**Table of Contents**

[Supplementary table-legends and notes 2](#_Toc133222829)

[Supplementary figures, legends, and notes: 3](#_Toc133222831)

[References 8](#_Toc133222832)

Supplementary table-legends and notes**:**

**Table S1: Differentially expressed genes (DEGs) identified in various studies investigating major depressive disorder (MDD) and experimental systems of chronic stress.** The DEGs from different studies are shown in separate Excel sheets. The human postmortem MDD data was obtained from Labonte *et al.*, Ramaker *et al.*, and Shukla *et al*. (1-3). The data for mice exposed to chronic variable stress (CVS) was obtained from Labonte *et al. (1)*, and the data for mice exposed to multimodal chronic stress (mCRS) was obtained from Weger *et al.* (4). Additionally, the table includes DEGs from mouse primary neuronal cultures exposed to dexamethasone in the absence or presence of RU-486 performed in the present study. The identified genes are considered differentially expressed based on their statistical significance (p-value or q-value < 0.05) compared to control conditions.

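Across the 20355 genes tested in the cultured neurons, 5 had an adjusted p under 0.05 in DEX against control (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 3 higher and 2 lower, each with an adjusted p of 0.0235. Without adjustment, at p under 0.05, 1396 genes were higher and 2050 lower. Ptgds, which encodes a prostaglandin D synthase, lies on chromosome 2 of GRCm38 from 25466709 to 25470046 and had 0.734 ± 1.15 CPM (SD, n = 12) in control and 5.72 ± 6.23 (SD, n = 12) in DEX, a log2 fold change of 3.11 (SE 0.55). Gm16278, annotated as an antisense gene on chromosome 17 from 25919089 to 25935745, had a log2 fold change of 1.36 (SE 0.26), and its count is uncertain because the paper's text does not state that counting used the strand. Kcnd2, a potassium channel gene on chromosome 6 from 21215503 to 21729805, fell from 65.9 ± 21.4 to 40.6 ± 8.54 CPM (SD, n = 12 each), a log2 fold change of -0.66 (SE 0.12). Uba1, a ubiquitin-activating enzyme gene on chromosome X from 20658326 to 20683179, fell from 270.0 ± 48.9 to 197 ± 14.5 (SD, n = 12 each), a log2 fold change of -0.45 (SE 0.085). In DEX + RU-486 against control, 0 genes had an adjusted p under 0.05, and 853 were higher and 1350 lower at an unadjusted p under 0.05. In DEX + RU-486 against DEX, 0 genes passed after adjustment, and 294 were higher and 251 lower without it. The count of 5 genes rose most, to 4012, when libraries of RIN under 6 were left out, and it was 0 in batch 2 alone. Among the libraries kept, RIN and depth still go with the treatment in batch 1. With RIN as a covariate in the same libraries, a setting chosen after the data were seen, the count was 19.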

**Table S2:** **Enrichment of gene families in different discovery and validation datasets shown in Fig. 1.** The sheet named “HGNC_Human” and “HGNC_Mouse” details the gene list associated with different gene families in humans and mice, respectively. The list was curated from the HGNC database (5). The sheet named “Human_Enrichment” and “Mouse_Enrichment” shows the results of the hypergeometric analysis test used to assess the significant overlap between the “HGNC_Human” and “HGNC_Mouse” gene lists and discovery (Labonte *et al. (1)*) and validation (Ramaker *et al.* and Weger *et al. (2, 4))* datasets shown in Fig. 1. The -log10(p-value) is presented, and a value greater than 1.3 (i.e., -log10(0.05)) is considered significantly enriched.

**Table S3: Pathway Enrichment Analysis Details**

**Sheets 1 and 2** contain lists of genes correlated with RPG-seeds in human **(hs_SeedGene-Correlates)** and mouse **(hs_SeeGene-Correlates)**, respectively.

Sheet named “Fig. 2” provides details of the pathways shown in Fig. 2. Genes correlated with RPG-seeds were used to perform the pathway analysis. The -log10(q-value) is presented, and a value greater than 1.3 (i.e., -log10(0.05)) is considered significantly enriched. Green and yellow colors indicate pathways associated with negative and positive RPG-seed correlates, respectively.

Sheet named “Fig. 3” provides details of the pathway shown in Fig. 3. The -log10(q-value) is presented, and a value greater than 1.3 (i.e., -log10(0.05)) is considered significantly enriched.

Sheet named “Fig. S1” provides the results of the Gene Set Enrichment Analysis (GSEA (6)) performed with the Shukla *et al.* (3) dataset. The values in columns C and D represent the GSEA-based normalized enrichment score, which were used as coordinates to plot Fig. S1B. The truth table represents different pathway themes, such as presynapse, post synapse, adaptive and innate immunity, ribosomes, and glucocorticoid stimulus response, which are shown as colored dots and were enriched in either the episode or remission state.

**Table S4: Differentially expressed genes (DEGs) from a study on resilient and susceptible phenotypes against chronic social defeat stress (CSDS) and imipramine and ketamine responders and non-responders.** The DEGs from different studies are presented in individual Excel sheets. All data were sourced from Bagot et al. (7). Genes were considered differentially expressed if they showed statistical significance (p-value < 0.05) when compared to control conditions for resilient and susceptible phenotypes and when compared to CSDS-susceptible for responders and non-responders to imipramine and ketamine treatment.

Table S5: **Primer lists and metadata**

Sheet named “Primer Sequences” lists the primers used for qPCR quantification of ribosomal protein genes in MDD patients and CVS marker genes in mouse neuronal cell culture exposed to dexamethasone in the presence or absence of RU-486.

The sheets named "Labonte" and "Ramaker" provide the sample information from the two studies utilized in this study.

Supplementary figures, legends, and notes:

**Fig. S1:** **Reversibility of RPG dysregulation: A) Left:** The volcano plot shows RPG downregulation and RP-pseudogene upregulation during MDD episodes. **Right:** During remission from MDD, the pattern of RPG downregulation and RP pseudogene upregulation is reversed. As GSEA analysis (B) uses a rank-based profile to perform enrichment, it can reveal subtle changes associated with the phenotype that may not be significant at a p-value threshold of <0.05. Therefore, results with a significance threshold of >0.05 but <0.1 are also shown. **B)** Gene-set enrichment analysis of the episode (black dots) and remission state (blue dots) is shown in quadrant form. The four quadrants display distinct combinations of up- and downregulation during the two states. It is noteworthy that known synaptic and immune changes are downregulated and upregulated during episodes, respectively. Ribosome-related pathways were downregulated during the episode and upregulated during remission.

**Fig. S2: RPG and RP-Pseudogene Expression in CSDS-Exposed Animals and Antidepressant Responders.** (A-B) Distribution of RPG and RP-pseudogenes in resilient (A) and susceptible (B) animals subjected to CSDS. (C-D) Distribution of RPG and RP-pseudogenes in CSDS-susceptible mice exposed to imipramine and segregated into imipramine responders (C) and non-responders (D). Both groups of animals showed downregulation of RPGs, consistent with the core results using the CVS paradigm. (E-F) Distribution of RPG and RP-pseudogenes in CSDS-susceptible mice exposed to ketamine and segregated into Ketamine responders (E) and non-responders (F). Both responders and non-responders showed attenuated expression of both RPGs and RP-pseudogenes.

**Fig. S3: Validation of RPG dysregulation at the protein level:** Differential expression (p-value < 0.05) data obtained from the prefrontal cortex of resilient and susceptible rats exposed to eight weeks of chronic mild stress (CMS) (8) validates the dysregulation of RPGs observed in the core CVS-based results. Notably, the upregulated ribosomal proteins were more prominent than the downregulated ones in both resilient and susceptible animals. This difference may be attributed to several factors, including species differences and variations in allostatic loads between the CMS and CVS paradigms, with CVS involving more severe stressors. Additionally, it is possible that the downregulation of RPGs is driven by the upregulation of ribosomal proteins in a feedback manner. In this case, the excess ribosomal proteins (and thus upregulated) may be present in other organelles, such as lysosomes (ribophagy) and stress granules, for subsequent homeostasis processing.

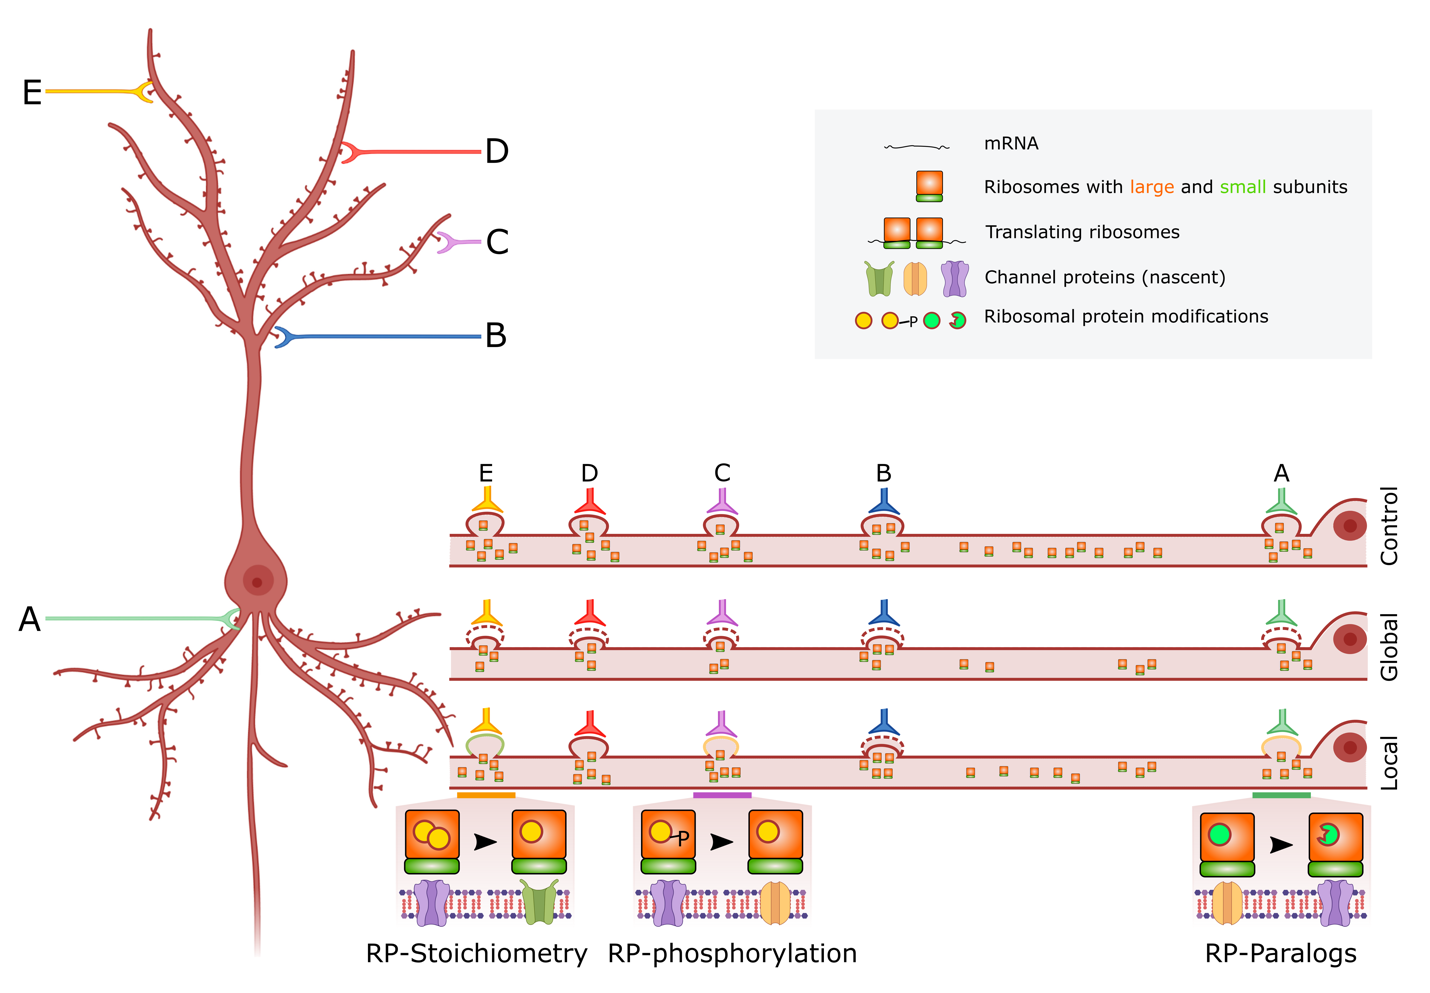

**Fig. S4: Potential mechanisms by which RPG downregulation could affect synaptic inputs (A through E).** **Global (location non-specific):** RPG downregulation may result in decreased ribosome production, which may reduce synthesis of synaptic proteins, resulting in decreased synaptic weight overall. **Local (location specific):** RPG downregulation may also change ribosome composition so that a few RPs are either removed, altered, or replaced by other RPs. These changes may result in the production of specialized ribosomes, which can alter synaptic protein translation in a cellular compartment-specific manner. Reduced ribosome production can accompany the production of specialized ribosomes, in which case reduced synaptic weight can also be observed locally.

**Fig. S5: Variance explained by each variable in a gene-expression experiment.** The figure shows a genome-wide violin plot depicting the distribution of variance explained by each variable across all genes in a previously deposited dataset by Labonte *et al (1).* and *Ramaker et al (2),* using variancePartion (9) package in R*.* The top four variables that explain the most variation in the gene-expression profiles were regressed out during the differential expression analysis. To account for variables such as batch and medication which were not provided in the deposited data, surrogate variable analysis (SVA) package in R (10) was used to summarize these variables along with two surrogate variables that account for unknown sources of variability. RIN: RNA integrity number, PMI: postmortem interval, COD: Cause of death.

References**:**

1. B. Labonté *et al.*, Sex-specific transcriptional signatures in human depression. *Nat Med* **23**, 1102-1111 (2017).

2. R. C. Ramaker *et al.*, Post-mortem molecular profiling of three psychiatric disorders. *Genome Medicine* **9**, 72 (2017).

3. R. Shukla *et al.*, Molecular characterization of depression trait and state. *Mol Psychiatry* 10.1038/s41380-021-01347-z (2021).

4. M. Weger *et al.*, Mitochondrial gene signature in the prefrontal cortex for differential susceptibility to chronic stress. *Scientific Reports* **10**, 18308 (2020).

5. R. L. Seal *et al.*, Genenames.org: the HGNC resources in 2023. *Nucleic Acids Res* 10.1093/nar/gkac888 (2022).

6. A. Subramanian *et al.*, Gene set enrichment analysis: A knowledge-based approach for interpreting genome-wide expression profiles. *Proceedings of the National Academy of Sciences* **102**, 15545 (2005).

7. R. C. Bagot *et al.*, Circuit-wide Transcriptional Profiling Reveals Brain Region-Specific Gene Networks Regulating Depression Susceptibility. *Neuron* **90**, 969-983 (2016).

8. W. Liao *et al.*, Chronic mild stress-induced protein dysregulations correlated with susceptibility and resiliency to depression or anxiety revealed by quantitative proteomics of the rat prefrontal cortex. *Translational Psychiatry* **11**, 143 (2021).

9. G. E. Hoffman, E. E. Schadt, variancePartition: interpreting drivers of variation in complex gene expression studies. *BMC Bioinformatics* **17**, 483 (2016).

10. J. T. Leek, W. E. Johnson, H. S. Parker, A. E. Jaffe, J. D. Storey, The sva package for removing batch effects and other unwanted variation in high-throughput experiments. *Bioinformatics* **28**, 882-883 (2012).

How the deposited data were processed for this re-analysis (not part of the article)

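RNAseq libraries of primary mouse cortical neurons were used, 12 of untreated control cultures, 12 of cultures treated with 1 µM DEX for 72 h, and 12 of cultures treated with 1 µM DEX and 1 µM RU-486. The condition, batch and RIN of each of the 36 libraries were taken from the sample labels, and the doses and the duration from the paper. All columns of the table were mapped to a library. The human MDD, mouse CVS and social defeat data of the paper were not analysed here.

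The authors deposited 1 table of counts, the whole number of reads counted on each gene in each library, without normalization. According to the paper, the authors aligned reads with HISAT2 version 2.1.0 and counted them with subread version 1.5.0-p2 on GRCm38, and they describe a second alignment to a composite genome in which mismatches were not allowed and reads mapped to more than 1 locus were discarded. The paper's text does not state which alignment the table holds or which annotation release was used. The table has 55492 entries, which include 5 transgene names, and 55227 of its gene identifiers matched the GENCODE M21 annotation of GRCm38, from which symbols, biotypes and 1-based coordinates were taken.

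From the counts, genes with a mean above 5 across all libraries were kept, which left 20355, the filter that the paper describes. The comparisons of DEX with control, DEX + RU-486 with control, and DEX + RU-486 with DEX were tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, the quasi-likelihood test, the batch as a covariate, and all 3 groups in one model. Counts of genes were taken at a Benjamini-Hochberg adjusted p under 0.05 over all tested genes, and counts of RPGs and RP pseudogenes at an unadjusted p under 0.05, which is what Fig. 4H plots. The standard error of a log2 fold change is its size divided by the square root of F. Fisher's exact tests, two-sided, compared a set with the other tested genes. RPGs were the protein genes of the cytosolic ribosome by symbol (85 in the table, 82 tested), and RP pseudogenes the symbols beginning with Rpl or Rps and ending in -ps (300 in the table, 135 tested). The score of a set in a library is the mean of log2 CPM over its genes, with TMM factors and a prior count of 2. Score differences were tested with two-sided permutation tests within batch, with 100000 resamples, or exactly where a group had fewer than 10 libraries. Correlations were computed within batches and RIN clusters, with permutation p-values. Permutation tests used scipy 1.17.1 and numpy 2.4.6, and sequences were compared with blastn 2.17.0.

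The genes named in the text follow a rule fixed before the data were examined. They are the 15 common RPGs of Fig. 1B, the qPCR markers of Fig. 4 and G3bp1, 5 known targets of the glucocorticoid receptor, the 3 RPGs and the 3 RP pseudogenes with the smallest p for DEX against control, and up to 5 genes with the largest rise and up to 5 with the largest fall among those with an adjusted p under 0.05 and the same direction in each batch. Other genes, such as the pseudogenes with identical counts, were named after their values were seen. Results for 3 single genes that the rule selects are not reported here, and these genes remain in the counts and scores of sets but not among the alternatives for named genes.

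The calculations were tested on simulated data, drawn for the real genes from the means and totals of the real libraries. With 200 genes changed, 187 were recovered at an adjusted p under 0.05, all 100 of those changed 4-fold and 87 of the 100 changed 2-fold, and 15 of 20020 unchanged genes were also called. With no gene changed in a contrast, 0 of 20355 genes were called. The 200 genes were drawn from genes with a mean count well above the filter, outside RPGs and RP pseudogenes. The simulated counts were drawn independently for each gene, without an effect of batch or RIN. The recovery therefore does not apply to pseudogenes of low count, and the false calls do not reflect variation that genes share in the real libraries. DESeq2 recovered 189 of the 200. A difference of 0.5 put into the 135 RP pseudogenes was returned as a score difference of 0.402.

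The depth was between 12.1 and 82.4 M counts per library. In batch 1 every control library was deeper than every DEX library and none had a lower RIN than any of them, so depth and RIN go with the treatment there. Low RP pseudogene counts limit the precision of single pseudogenes, whose median expression among those higher in DEX was 2.87 CPM. Differences between libraries of 1 group also hold variation between cultures, so the permutation tests take libraries as units.

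Before the data were examined, 158 alternatives were listed, which pair a result with another choice. The choices were DESeq2 1.42.0 with and without the batch, no batch covariate, RIN as a covariate, surrogate variables from sva 3.50.0, each batch alone, libraries of RIN 6 or above, upper-quartile factors, no filter on low counts or at least 10 counts in every library, only the 2 groups compared, other definitions of the sets, and other forms of the scores. A further 6 settings were chosen after the data were seen. The definition of RP pseudogenes by the gene descriptions of Table S4 was not run, because the mouse RP pseudogenes listed there as given here, 20 in number, included 0 without the -ps suffix. The pathway annotations, imaging and qPCR measurements of the paper were not analysed here.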

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

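The tests of the mitochondrial share against RIN were chosen after its difference had been seen, and the other tests in this part were set beforehand.

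Among groups of 6 libraries of 1 condition and batch, 30 sets of values were searched for a library far from the rest, and 3 were found where chance gives 1.5. Control library 5 of batch 1 had a total of 82.4 M counts against 34.2 M in the next deepest and 24.2 M in the shallowest library of its group. DEX library 12 of batch 1 had 22.3 M counts against 15.1 M in the next deepest and 12.1 M in the shallowest. Control library 6 of batch 1 had an RPG score of 7.05 against 6.86 in the next highest and 6.76 in the lowest library. No explanation was tested for these libraries by themselves, and the design gives no biological one, since each shares its condition with the rest of its group. With all libraries thinned to the smallest total of 12133485 counts, 4 genes had an adjusted p under 0.05 in DEX against control (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), against 5 without thinning.

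The effect of DEX differed between the batches in 35 genes at an adjusted p under 0.05, by the interaction term of edgeR's quasi-likelihood test, although the paper describes the 12 libraries of each group as one set. Of 100 splits of the same libraries within batch, the real one included, 3 gave as many genes. The number was 568 with RIN as a covariate and 866 without libraries of RIN under 6. For the scores, the difference between batches was 0.056 for RPGs (two-sided permutation p = 0.898) and 0.23 for RP pseudogenes (permutation p = 0.673), and for the mitochondrial share it was 8.22 percentage points (permutation p = 0.445). In batch 1, RIN and depth separate control from DEX libraries and in batch 2 they do not, so a difference between the batches cannot be told apart from these technical differences. No biological explanation was tested, since the labels give nothing but the batch number.

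Mitochondrial genes, which the paper does not discuss, took 32.6% ± 10.4 (SD, n = 6) of the counts in the DEX libraries of batch 1 and 15.2% ± 3.98 (SD, n = 6) in its control libraries, a difference of 17.4 percentage points (exact permutation p = 0.00216, adjusted p = 0.013 over 18 comparisons), with 6 of 6 DEX libraries above every control library. In batch 2 the difference was 9.22 percentage points (exact permutation p = 0.195, adjusted p = 0.319). Over all libraries it was 13.3 percentage points (permutation p = 0.00292, adjusted p = 0.0131), and over libraries of RIN 6 or above 11.8 percentage points (exact permutation p = 3.09e-05, adjusted p = 0.000556). For DEX + RU-486 against control these were 12.5 (permutation p = 0.0225, adjusted p = 0.0572) and 11.4 percentage points (exact permutation p = 0.00838, adjusted p = 0.0251). In batch 1, DEX + RU-486 libraries were 22.6 percentage points above control (exact permutation p = 0.00216, adjusted p = 0.013). The share fell with RIN, with Pearson's r = -0.806 in batch 1 with the group means removed (permutation p = 4e-05, adjusted p = 0.000267 over 20 relations). A lower RNA integrity of the DEX libraries may therefore account for a part of the difference. Over libraries of RIN 6 or above with the linear relation to RIN removed, the difference was 3.9 percentage points (exact permutation p = 0.0401, adjusted p = 0.0722). In batch 2 libraries of RIN 6 or above, where the RIN ranges overlap, it was 7.55 percentage points (exact permutation p = 0.0286, the smallest that 4 libraries against 4 allow, adjusted p = 0.0572), with all 4 DEX libraries above all 4 control libraries, and the DEX + RU-486 libraries were not higher than control there (-1.68 percentage points, exact permutation p = 0.714, adjusted p = 0.857). The 2 values for DEX taken with the relation to RIN removed or where the RIN ranges overlap do not pass after adjustment, while those over all libraries, over batch 1 and over libraries of RIN 6 or above do. In DEX + RU-486 against control, with the relation to RIN removed, the difference was 6.62 percentage points (exact permutation p = 0.00819, adjusted p = 0.0251), so the share stayed above control there with the receptor blocked. In DEX + RU-486 against DEX, it was 2.72 percentage points there (exact permutation p = 0.302, adjusted p = 0.453). This direct difference was -9.23 in batch 2 libraries of RIN 6 or above (exact permutation p = 0.0286, adjusted p = 0.0572) and -0.842 over all libraries (permutation p = 0.875, adjusted p = 0.918). None of these direct differences passed the adjustment, so an effect of RU-486 on the share was not settled. The rise was not confined to 1 mitochondrial protein gene, since 11 of the 13 were higher in DEX in both batches. In edgeR's quasi-likelihood test, 0 of the 13 had an adjusted p under 0.05 and 11 an unadjusted p under 0.05. The exceptions, mt-Co2 and mt-Co3, had log2 fold changes of 1.538 and 1.057 in batch 1 and of -0.333 and -0.121 in batch 2. The share counts all mitochondrial genes, and how much of the difference each of them supplies was not examined. Differences in the composition of the cultures, in depth or in library preparation were not tested for this share, so it is not called biological here.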

How the results depend on the processing

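Results were recomputed under 25 settings (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment unless DESeq2 is named), of which 6 were chosen after the data were seen and are given last. Over 205 values of comparisons under these settings, 78 changed, of which 62 were counts that moved by more than 1.5 times, 5 reversed, 8 passed the threshold of 0.05 only under the setting, and 3 no longer passed it. For the named genes, 99 results had 1649 such values, of which 187 had the reverse direction, 89 passed an adjusted p of 0.05 only under the setting, 20 no longer passed it, and 1353 kept their direction and side of the threshold. Of the 187 reversed values, 132 were smaller than 0.1 on the log2 scale, the largest was 0.392, and 0 had an adjusted p under 0.05 (smallest 0.0605). The cause was not tested for any change listed here. Numbers in parentheses after a gene are its log2 fold change.

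No paired analysis was run, because the sample labels name no pairs and no control library shares a number with a treated one. The order of the libraries may still hold a pairing. In batch 2, the libraries of RIN under 3 come first in each group, as 19 and 20, 25 and 26, and 31 and 32. A pairing by order was not tested, so the score tests, which treat libraries as unpaired, do not decide on differences within such pairs. The definition of RP pseudogenes by the descriptions of Table S4 was not run, since as given here it added 0 genes.

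The RP pseudogene score difference in DEX against control was positive under each setting listed here, from 0.32 to 0.84, and its two-sided p was under 0.05 in 9 of the 12 alternatives. In batch 2 libraries of RIN 6 or above without control library 24, it was 0.053 (exact permutation p = 0.857). The RPG score difference in DEX against control was between -0.054 and 0.31. The number of lower RPGs in DEX against control, 0 in the main setting, was between 0 and 5, that of higher RPGs, 1 in the main setting, between 0 and 42, and the number of higher RP pseudogenes, 56 in the main setting, between 0 and 203. The main numbers of genes with an adjusted p under 0.05 were 5 in DEX against control, 0 in DEX + RU-486 against control and 0 in DEX + RU-486 against DEX, and 14 RP pseudogenes were higher in DEX + RU-486 against control. The share of higher genes among those with an unadjusted p under 0.05 in DEX against control was 40.5% with TMM factors, 55.5% with DESeq2's size factors and 54.7% with upper-quartile factors, and in DEX + RU-486 against control it was 38.7%, 54.8% and 58.8%.

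At an adjusted p under 0.05, where the main setting has 0, higher RP pseudogenes and higher RPGs in DEX against control numbered 60 and 11 without libraries of RIN under 6, 51 and 16 in batch 1, 27 and 2 with 2 surrogate variables, and 3 and 0 with DESeq2. They numbered, in DEX + RU-486 against control, 10 and 1, 24 and 15, 1 and 0, and 0 and 1 under the same settings. Among the settings chosen after the data were seen, these numbers in DEX against control were 60 and 17 in batch 1 libraries of RIN 6 or above, 42 and 8 with DESeq2 and surrogate variables, and 12 and 0 with DESeq2 and RIN. For DEX + RU-486 against control they were 18 and 15, 12 and 2, and 1 and 1. Of the RPGs, 1 was lower in DEX + RU-486 against DEX at an adjusted p under 0.05 in batch 2 libraries of RIN 6 or above, and no other setting had an RPG that was lower by this measure in any comparison.

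Low counts limit single RP pseudogenes, since with at least 10 counts required in every library 53 of the 135 remained tested. Whether sets are limited less was not tested.

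With 2 surrogate variables in place of the batch, the number of genes with an adjusted p under 0.05 was 1074 in DEX against control and 302 in DEX + RU-486 against control. Higher RP pseudogenes numbered 50 in DEX + RU-486 against control. Fkbp5 (-0.075), Rpl10 (-0.004), Rpl10a (-0.004), Rpl15 (-0.12) and Rpl5 (-0.007) were reversed in DEX against control. Rpl15 (-0.086), Rpl3 (-0.062) and Rpl5 (-0.007) were reversed in DEX + RU-486 against control. Rpl15 (0.038) and Rps12 (0.027) were reversed in DEX + RU-486 against DEX.

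At a Benjamini-Hochberg adjusted p under 0.05 in place of the unadjusted p, the count of higher RP pseudogenes was 0 in DEX against control and 0 in DEX + RU-486 against control.

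With DESeq2 without a batch covariate, the number of genes with an adjusted p under 0.05 was 206 in DEX against control, 1 in DEX + RU-486 against DEX and 51 in DEX + RU-486 against control. For higher RP pseudogenes the count was 24 in DEX + RU-486 against control. Crhr1 (-0.002) was reversed in DEX + RU-486 against control. G3bp1 (-0.007) and Rpl10 (-0.001) were reversed in DEX + RU-486 against DEX.

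With DESeq2's Wald test and size factors in the same model, the number of genes with an adjusted p under 0.05 was 457 in DEX against control, 2 in DEX + RU-486 against DEX and 121 in DEX + RU-486 against control. RP pseudogenes that were higher numbered 31 in DEX + RU-486 against control. G3bp1 (-0.006) was reversed in DEX + RU-486 against DEX.

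With RIN as a covariate beside the batch, the number of genes with an adjusted p under 0.05 was 455 in DEX against control and 155 in DEX + RU-486 against control. Lower RPGs numbered 4 in DEX against control and 3 in DEX + RU-486 against control. The effect of DEX differed between the batches in 568 genes. Fkbp5 (-0.16), Rpl10 (-0.12), Rpl10a (-0.13), Rpl15 (-0.25) and Rpl27a (-0.10) were reversed in DEX against control. Rpl3 (-0.13), Rpl31 (-0.050), Rpl5 (-0.13) and Rps23 (-0.073) were reversed in DEX against control. Klf9 (-0.072), Rpl10 (-0.041), Rpl10a (-0.015), Rpl11 (-0.017) and Rpl15 (-0.18) were reversed in DEX + RU-486 against control. Rpl17 (-0.009), Rpl3 (-0.18), Rpl5 (-0.094) and Rps23 (-0.079) were reversed in DEX + RU-486 against control. Rpl15 (0.069), Rpl37 (0.036), Rpl5 (0.034) and Rps12 (0.080) were reversed in DEX + RU-486 against DEX.

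In batch 1 alone, the number of genes with an adjusted p under 0.05 was 3862 in DEX against control and 3131 in DEX + RU-486 against control. Higher RP pseudogenes numbered 56 in DEX + RU-486 against control. Here the RPG score difference was 0.31 in DEX against control (exact p = 0.0108). Here the RP pseudogene score difference was 0.45 in DEX + RU-486 against control (exact p = 0.0195). Fkbp5 (-0.053), Rpl15 (-0.18) and Rpl5 (-0.006) were reversed in DEX against control. Crhr1 (-0.24), Nr3c2 (-0.098) and Rpl15 (-0.12) were reversed in DEX + RU-486 against control. G3bp1 (-0.003), Nr3c1 (-0.095), Rpl15 (0.066) and Rpl17 (0.010) were reversed in DEX + RU-486 against DEX. Rpl37 (0.18), Rpl5 (0.076), Rps12 (0.064) and Rps27a (0.006) were reversed in DEX + RU-486 against DEX.

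In batch 2 alone, the number of genes with an adjusted p under 0.05 was 0 in DEX against control (228 higher and 218 lower at an unadjusted p under 0.05). The count of higher RP pseudogenes was 1 in DEX against control and 1 in DEX + RU-486 against control. In the RP pseudogene score, the difference was 0.48 in DEX against control (exact p = 0.403). Crhr1 (0.058), Ddit4l (-0.35), Sgk1 (-0.076) and Tsc22d3 (-0.048) were reversed in DEX against control. Nr3c1 (0.017), Per1 (-0.009), Ptgds (-0.39), Tsc22d3 (-0.31) and Zbtb16 (-0.035) were reversed in DEX + RU-486 against control. G3bp1 (-0.002), Rpl10 (-0.002) and Rpl31 (-0.089) were reversed in DEX + RU-486 against DEX.

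With genes of at least 10 counts in every library, for higher RP pseudogenes the count was 31 in DEX against control. Rps12 (0.001) was reversed in DEX + RU-486 against DEX.

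Without the batch covariate, the number of genes with an adjusted p under 0.05 was 0 in DEX against control (1095 higher and 1856 lower at an unadjusted p under 0.05). Crhr1 (-0.048) was reversed in DEX + RU-486 against control.

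Without a filter on low counts, RP pseudogenes that were higher numbered 37 in DEX + RU-486 against control. Rpl15 (-0.006) was reversed in DEX + RU-486 against control. G3bp1 (-0.009), Rpl10 (-0.022), Rpl10a (-0.009) and Rpl27a (-0.001) were reversed in DEX + RU-486 against DEX.

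With only the 2 groups compared in the model, the number of genes with an adjusted p under 0.05 was 1 in DEX against control. G3bp1 (-0.007) and Rpl10 (-0.008) were reversed in DEX + RU-486 against DEX.

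With upper-quartile factors, Rps12 (0.007) was reversed in DEX + RU-486 against DEX.

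Without libraries of RIN under 6, the number of genes with an adjusted p under 0.05 was 4012 in DEX against control and 1804 in DEX + RU-486 against control. The count of lower RPGs was 1 in DEX against control and 1 in DEX + RU-486 against control. Higher RP pseudogenes numbered 46 in DEX + RU-486 against control. The effect of DEX differed between the batches in 866 genes. In the RPG score, the difference was 0.14 in DEX against control (exact p = 0.0228). For the RP pseudogene score, a difference of 0.39 was found in DEX + RU-486 against control (exact p = 0.0459). Fkbp5 (-0.099), Rpl15 (-0.18) and Rpl5 (-0.003) were reversed in DEX against control. Rpl15 (-0.15), Rpl3 (-0.13) and Rpl5 (-0.038) were reversed in DEX + RU-486 against control. G3bp1 (-0.037), Rpl10 (-0.017) and Rpl15 (0.036) were reversed in DEX + RU-486 against DEX.

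With the linear relation to RIN within batch and group removed from the scores, for the RPG score, a difference of -0.054 was found in DEX against control (permutation p = 0.481). Here the RPG score difference was 0.038 in DEX + RU-486 against DEX (permutation p = 0.6). In the RPG score, the difference was -0.017 in DEX + RU-486 against control (permutation p = 0.824). Here the RP pseudogene score difference was 0.32 in DEX against control (permutation p = 0.0647).

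The settings that follow were chosen after the data were seen.

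With DESeq2 and 2 surrogate variables in place of the batch, the number of genes with an adjusted p under 0.05 was 1594 in DEX against control, 4 in DEX + RU-486 against DEX and 798 in DEX + RU-486 against control. The count of higher RP pseudogenes was 55 in DEX + RU-486 against control. Fkbp5 (-0.042) and Rpl15 (-0.090) were reversed in DEX against control. Rpl15 (-0.064) and Rpl3 (-0.041) were reversed in DEX + RU-486 against control. G3bp1 (-0.005), Rpl15 (0.025) and Rps12 (0.014) were reversed in DEX + RU-486 against DEX.

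With DESeq2 and the batch and RIN as covariates, the number of genes with an adjusted p under 0.05 was 1148 in DEX against control, 5 in DEX + RU-486 against DEX and 608 in DEX + RU-486 against control. Lower RPGs numbered 3 in DEX against control and 2 in DEX + RU-486 against control. Fkbp5 (-0.12), Rpl10 (-0.082), Rpl10a (-0.093), Rpl15 (-0.21) and Rpl27a (-0.064) were reversed in DEX against control. Rpl3 (-0.094), Rpl31 (-0.014), Rpl5 (-0.091) and Rps23 (-0.037) were reversed in DEX against control. Klf9 (-0.045), Rpl10 (-0.015), Rpl15 (-0.15), Rpl3 (-0.15), Rpl5 (-0.068) and Rps23 (-0.054) were reversed in DEX + RU-486 against control. G3bp1 (-0.008), Rpl15 (0.058), Rpl37 (0.027), Rpl5 (0.023) and Rps12 (0.070) were reversed in DEX + RU-486 against DEX.

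With pseudogenes matched by sequence to RPG transcripts added, for higher RP pseudogenes the count was 203 in DEX against control and 63 in DEX + RU-486 against control.

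In batch 1 libraries of RIN 6 or above, the number of genes with an adjusted p under 0.05 was 3863 in DEX against control and 2741 in DEX + RU-486 against control. RP pseudogenes that were higher numbered 95 in DEX against control and 52 in DEX + RU-486 against control. For the RPG score, a difference of 0.24 was found in DEX against control (exact p = 0.00866). Here the RPG score difference was 0.23 in DEX + RU-486 against control (exact p = 0.0498). In the RP pseudogene score, the difference was -0.45 in DEX + RU-486 against DEX (exact p = 0.0317). For the RP pseudogene score, a difference of 0.38 was found in DEX + RU-486 against control (exact p = 0.0281). Fkbp5 (-0.20), Rpl15 (-0.19) and Rpl5 (-0.042) were reversed in DEX against control. Crhr1 (-0.061), Nr3c2 (-0.039), Rpl15 (-0.12) and Rpl3 (-0.049) were reversed in DEX + RU-486 against control. G3bp1 (-0.015), Rpl10 (-0.019), Rpl10a (-0.058), Rpl15 (0.068) and Rpl17 (0.094) were reversed in DEX + RU-486 against DEX. Rpl27a (-0.040), Rpl37 (0.19), Rpl5 (0.098) and Rps23 (0.038) were reversed in DEX + RU-486 against DEX.

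In batch 2 libraries of RIN 6 or above, the number of genes with an adjusted p under 0.05 was 115 in DEX against control, 317 in DEX + RU-486 against DEX and 1 in DEX + RU-486 against control. The count of lower RPGs was 1 in DEX against control and 2 in DEX + RU-486 against control. Higher RP pseudogenes numbered 23 in DEX against control and 4 in DEX + RU-486 against control. In the RPG score, the difference was -0.063 in DEX + RU-486 against control (exact p = 0.686). Here the RP pseudogene score difference was 0.47 in DEX against control (exact p = 0.457). In the RP pseudogene score, the difference was 0.029 in DEX + RU-486 against DEX (exact p = 0.886). Ddit4l (-0.015), Per1 (-0.032), Rpl10 (-0.16), Rpl10a (-0.13) and Rpl15 (-0.092) were reversed in DEX against control. Rpl22l1 (-0.047), Rpl27a (-0.15), Sgk1 (-0.26) and Tsc22d3 (-0.14) were reversed in DEX against control. Ddit4l (-0.23), Klf9 (-0.023), Nr3c1 (0.11), Per1 (-0.038), Ptgds (-0.22), Rpl10 (-0.19) and Rpl10a (-0.019) were reversed in DEX + RU-486 against control. Rpl11 (-0.039), Rpl15 (-0.11), Rpl17 (-0.022), Rpl27a (-0.058), Rpl3 (-0.18), Rpl31 (-0.012) and Rpl36 (-0.098) were reversed in DEX + RU-486 against control. Rpl5 (-0.095), Rps12 (-0.063), Rps23 (-0.091), Rps27a (-0.048) and Tsc22d3 (-0.36) were reversed in DEX + RU-486 against control. Ddit4l (-0.22), G3bp1 (-0.073), Rpl10 (-0.029), Rpl19-ps4 (0.045) and Rpl31 (-0.12) were reversed in DEX + RU-486 against DEX.

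Without libraries of RIN under 6 and with RIN as a covariate, the number of genes with an adjusted p under 0.05 was 19 in DEX against control, 3 in DEX + RU-486 against DEX and 355 in DEX + RU-486 against control. Lower RPGs numbered 5 in DEX against control and 3 in DEX + RU-486 against control. The count of higher RP pseudogenes was 37 in DEX against control. Fkbp5 (-0.14), Per1 (-0.002), Rpl10 (-0.15), Rpl10a (-0.094), Rpl15 (-0.18), Rpl27a (-0.15) and Rpl3 (-0.10) were reversed in DEX against control. Rpl31 (-0.057), Rpl5 (-0.066), Rps12 (-0.030), Rps23 (-0.043), Sgk1 (-0.18) and Tsc22d3 (-0.24) were reversed in DEX against control. Klf9 (-0.19), Rpl10 (-0.11), Rpl10a (-0.021), Rpl11 (-0.032), Rpl15 (-0.14) and Rpl27a (-0.037) were reversed in DEX + RU-486 against control. Rpl3 (-0.22), Rpl5 (-0.082), Rps23 (-0.054), Rps27a (-0.013), Tsc22d3 (-0.17) and Zbtb16 (-0.059) were reversed in DEX + RU-486 against control. G3bp1 (-0.053), Per1 (0.14), Rpl15 (0.034), Rps12 (0.045) and Tsc22d3 (0.062) were reversed in DEX + RU-486 against DEX.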

Differences from the paper's values

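The paper's text does not state which of its alignments the deposited counts hold or which Fig. 4H rests on. The values compared in this part may therefore come from unlike alignments, and no setting here changed the alignment. For RPGs lower in DEX than in control, the paper plots about 10 in Fig. 4H, read by eye, and here the count at an unadjusted p under 0.05 was 0. None of the alternatives set before the data were examined reached the paper's value, and the nearest were 4 with RIN as a covariate and 1 without libraries of RIN under 6. Settings chosen after the data were seen gave 5 without libraries of RIN under 6 and with RIN as a covariate, 3 with DESeq2 with the batch and RIN as covariates, 1 in batch 2 libraries of RIN 6 or above, and 0 with DESeq2 with 2 surrogate variables and in batch 1 libraries of RIN 6 or above.

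For RPGs higher in DEX than in control, the paper plots about 2 in Fig. 4H, read by eye, against 1 here. The count was 2 with DESeq2's Wald test and size factors, with DESeq2 without a batch covariate, and with genes of at least 10 counts in every library. It was not 2 under the other alternatives set before the data were examined, which gave 1 without a batch covariate, 1 with RIN as a covariate, 14 with 2 surrogate variables, 42 in batch 1, 0 in batch 2, 28 without libraries of RIN under 6, 8 without a filter, 5 with only the 2 groups compared, 1 with upper-quartile factors, and 0 with the families of Table S2 and at the adjusted p. DESeq2 with the batch and RIN as covariates, a setting chosen after seeing the values, also gave 2. Other settings chosen in that way did not. DESeq2 with 2 surrogate variables gave 21, and the fit without libraries of RIN under 6 and with RIN as a covariate gave 1. Libraries of RIN 6 or above gave 39 in batch 1 and 19 in batch 2.

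For RPGs lower in DEX + RU-486 than in control, the paper plots about 1 in Fig. 4H, read by eye, against 0 here. Without libraries of RIN under 6 the count was 1. With RIN as a covariate it was 3, and under the other alternatives set before the data were examined it was 0.

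For RPGs higher in DEX + RU-486 than in control, the paper plots about 2 in Fig. 4H, read by eye, against 1 here. None of the alternatives set before the data were examined gave 2, with 0 in batch 2, with the families of Table S2 and at the adjusted p, 8 without libraries of RIN under 6, 10 with 2 surrogate variables, 43 in batch 1, and 1 under each of the others.

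The paper states that RPGs and RP pseudogenes change in opposite directions in DEX-treated neurons, and here the median log2 fold change was 0.30 for RPGs and 0.70 for RP pseudogenes, both positive. With RIN as a covariate, the median of RPGs was -0.059 and that of RP pseudogenes 0.44. The RPG median was also negative under 2 of the settings chosen after the data were seen, -0.023 with DESeq2 with the batch and RIN as covariates and -0.044 without libraries of RIN under 6 and with RIN as a covariate, where the RP pseudogene medians were 0.48 and 0.56. The paper states that the association is attenuated, reversed and lost with RU-486, and here the medians in DEX + RU-486 against control were 0.25 for RPGs and 0.49 for RP pseudogenes, and the RP pseudogene score difference between DEX + RU-486 and DEX was -0.17 (two-sided permutation p = 0.468).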

Other observations

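Of the tests in this part, those with RIN as a covariate, in libraries of similar RIN, without 1 control library, against lists of other processed pseudogenes, and of the RPG score against RIN within batch 1 were chosen only after the result was seen.

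RP pseudogenes were higher in DEX than in control libraries, and 9 technical explanations were weighed. With RIN as a covariate, 44 of the 135 were higher at an unadjusted p under 0.05, against 56 in the main setting. This count was not recomputed in splits of the libraries, so how many would arise by chance with RIN modeled is not known. Over the libraries of RIN 6 or above of both batches, 80 were higher, and the score difference was 0.624 (exact permutation p = 0.00229). In batch 1, RIN still goes with the treatment among these. In batch 2 libraries of RIN 6 or above, the score difference was 0.475 (exact permutation p = 0.457), so there the rise could not be told apart from no difference, and without control library 24 it was 0.053 in these libraries (exact permutation p = 0.857). Over both batches, the permutation p without control library 24 was 0.0727, so the score difference over both batches rests in part on that library. After thinning every library to the smallest total, 48 RP pseudogenes were higher, and with mitochondrial genes removed before normalization 60 were. The median log2 fold change lay at percentile 100 among 10000 lists of other processed pseudogenes matched on mean expression (median of the lists 0.34), at percentile 100 among lists of genes matched on exon length (0.36), and at percentile 100 among lists matched on GC content (0.059). Pseudogenes closer in sequence to an RPG had higher counts (Spearman's rho = 0.443 across 134 genes, which are not independent replicates), so their counts may hold a share of RPG reads. Those closer in sequence also had a smaller log2 fold change, and RPGs rose less than RP pseudogenes, so a share of RPG reads would by itself not produce the larger rise. In batch 2, the rise could not be told apart from the effect of 1 library, and in batch 1, which does not hold that library, RIN and depth go with the treatment. It is not called biological here.

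The number of RP pseudogenes higher in DEX was as large in 3 of 100 splits of the libraries within batch, the real one included, and the number in DEX + RU-486 against control in 8 of 100, so the latter could not be told apart from a random split. The number of genes with an adjusted p under 0.05 in DEX against control was as large in 2 of 100 splits. For counts of 0 the splits cannot tell anything, since all 100 of 100 are as large. This holds for lower RPGs in both comparisons with control and for genes in DEX + RU-486 against control and against DEX. At an unadjusted p under 0.05, these 2 comparisons had 2203 and 545 genes, as large in 9 and 72 of 100 splits. Neither number could be told apart from a random split. The splits with the most lower RPGs, 79 in DEX against control, and with the most higher RPGs, 78, had mean RIN differences of 2.04 and -2.26 between the groups, against -1.16 in the real comparison.

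RPG scores were higher in libraries of low RIN. Within batch 1, whose lowest RIN was 3.9, Pearson's r of the score with RIN was -0.824, and with the group means removed it was -0.774, so the relation is confined neither to batch 2 nor to the difference between treatments. Between the 6 libraries of RIN under 3 and the other 12 of batch 2, the median log2 difference of RPGs was 1.59, at percentile 100 among 10000 lists of genes matched on exon length and mean expression, whose median was 0.44. The exon length used was the union of all annotated exons of a gene, which can exceed the length of its mature transcript. The lists therefore need not hold transcripts as short as those of RPGs, so short transcripts in general were not excluded as an explanation. Whether RPG transcripts persist in degraded RNA more than others of their length was not tested. The median log2 fold change of RPGs in DEX against control was positive without RIN in the model and negative with it. The mean RIN of DEX libraries differed from control by -1.16, so the relation to RIN by itself would make RPGs higher in DEX. With this linear relation removed, the RPG score difference was -0.054, against 0.244 with it. In batch 1, RIN goes with the treatment, so a share of the difference due to DEX was not told apart there.

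Genes at different loci had identical counts in all libraries. Of the 34 tested genes in such groups, 32 have a transcript identical in sequence to that of another member, a result consistent with reads shared evenly between copies. Reads discarded for mapping to more than 1 locus would leave such copies without counts, so the table may hold an alignment in which such reads were kept, although not all sets of identical sequence had equal counts. The exceptions are Hsd3b4 and Gm10681, whose annotated transcripts differ.

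Ptgds, the gene with the largest rise in DEX among those that passed the adjustment, is known from glia, and lists of marker genes were fixed before they were tested. The mean of 9 oligodendrocyte markers was 1.319 higher in DEX than in control (log2 scale, two-sided permutation p = 0.00129, adjusted p = 0.00774 over 6 comparisons), with 2.14 in batch 1 (exact permutation p = 0.00216) and 0.50 in batch 2 (exact permutation p = 0.338). The mean of 9 astrocyte markers was 0.554 higher (permutation p = 0.0396, adjusted p = 0.105), which fails the adjustment, and that of 10 neuron markers changed by -0.18 (permutation p = 0.0698, adjusted p = 0.105). In batch 1, the astrocyte markers were 0.93 higher (exact permutation p = 0.00866) and the neuron markers changed by -0.41 (exact permutation p = 0.0195), against 0.18 (exact permutation p = 0.645) and 0.048 (exact permutation p = 0.747) in batch 2. In DEX + RU-486 against control, the oligodendrocyte difference was 0.50 (permutation p = 0.227, adjusted p = 0.227), with 1.51 in batch 1 (exact permutation p = 0.00433) and -0.51 in batch 2 (exact permutation p = 0.383). The astrocyte and neuron markers changed there by 0.83 (exact permutation p = 0.00866) and -0.34 (exact permutation p = 0.0281) in batch 1, and by -0.074 (exact permutation p = 0.868) and 0.029 (exact permutation p = 0.597) in batch 2. The p values within batches were not adjusted. The oligodendrocyte means of batch 2 libraries of RIN 6 or above were from 3.64 to 4.31 in DEX, from 2.95 to 3.31 in control and from 1.80 to 2.99 in DEX + RU-486, and these were not tested. For Ptgds, the log2 fold change in DEX against control was 3.91 in batch 1 (adjusted p = 0.000511) and 2.54 in batch 2 (p = 0.00587, adjusted p = 1). Against DEX, Ptgds was lower with RU-486, with -2.27 in batch 1 (p = 0.000455, adjusted p = 1) and -2.93 in batch 2 (p = 0.00245, adjusted p = 1), and -2.53 overall (p = 3.16e-05, adjusted p = 0.644). A larger share of glial RNA in the DEX cultures is a candidate explanation for the markers and for Ptgds, and a change of these genes within cells was not told apart from it.

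The paper measured chronic stress markers by qPCR in other cultures, and in the RNAseq libraries Nr3c1 had a log2 fold change of -0.30 in DEX against control (SE 0.14, p = 0.0332), Nr3c2 -0.29 (SE 0.18, p = 0.115), Sgk1 0.047 (SE 0.15, p = 0.761), Ddit4l 0.67 (SE 0.64, p = 0.301) and Crhr1 -0.30 (SE 0.28, p = 0.283). G3bp1, which encodes the stress granule protein, had -0.19 (SE 0.068, p = 0.00809). The glucocorticoid receptor targets had log2 fold changes of 0.034 for Fkbp5 (SE 0.16, p = 0.835), 0.26 for Tsc22d3 (SE 0.17, p = 0.137), 0.40 for Per1 (SE 0.14, p = 0.00562), 0.57 for Zbtb16 (SE 0.29, p = 0.0595) and 0.50 for Klf9 (SE 0.27, p = 0.0711). These p-values are unadjusted from edgeR's quasi-likelihood test, and over both batches none of the 11 genes passed the Benjamini-Hochberg adjustment over all tested genes or over the list fixed beforehand. In batch 1 alone, 3 of the 11 passed the adjustment over all tested genes, Per1 with 0.80 (adjusted p = 0.00825), Tsc22d3 with 0.68 (adjusted p = 0.0351) and G3bp1 with -0.285 (adjusted p = 0.0196), and in batch 2 they had 0.087, -0.048 and -0.041. With RU-486 added, against control in batch 1, Per1 had 0.75 (adjusted p = 0.0158), G3bp1 -0.29 (adjusted p = 0.0227) and Ddit4l 2.59 (adjusted p = 0.0308), so the change of Per1 and G3bp1 was also seen with the receptor blocked. Over both batches, Klf9 had 0.11 and Zbtb16 0.17 with RU-486 added against control, below their values in DEX. Neither differed from DEX directly in the same test (unadjusted p = 0.154 and 0.185). Over both batches, the receptor targets thus did not establish that the receptor responded to DEX in these libraries. In batch 1, RIN and depth go with the treatment, so the rises of Per1 and Tsc22d3 there do not settle it. The absence of lower RPGs therefore cannot be taken as evidence against an effect of the receptor on RPGs. Of the 26 genes fixed beforehand, 2 had an unadjusted p under 0.05 in DEX + RU-486 against DEX, and 0 passed the adjustment. These were Nr3c2 with 0.43 (p = 0.0237) and Sgk1 with -0.35 (p = 0.0294).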
